# Paternal MTHFR deficiency leads to hypomethylation of young retrotransposons and reproductive decline across two successive generations

**DOI:** 10.1242/dev.199492

**Published:** 2021-07-06

**Authors:** Gurbet Karahan, Donovan Chan, Kenjiro Shirane, Taylor McClatchie, Sanne Janssen, Jay M. Baltz, Matthew Lorincz, Jacquetta Trasler

**Keywords:** MTHFR, DNA methylation, Male germ cell development, Intergenerational epigenetic inheritance, Young retrotransposons, Mouse

## Abstract

5,10-Methylenetetrahydrofolate reductase (MTHFR) is a crucial enzyme in the folate metabolic pathway with a key role in generating methyl groups. As MTHFR deficiency impacts male fertility and sperm DNA methylation, there is the potential for epimutations to be passed to the next generation. Here, we assessed whether the impact of MTHFR deficiency on testis morphology and sperm DNA methylation is exacerbated across generations in mouse. Although MTHFR deficiency in F1 fathers has only minor effects on sperm counts and testis weights and histology, F2 generation sons show further deterioration in reproductive parameters. Extensive loss of DNA methylation is observed in both F1 and F2 sperm, with >80% of sites shared between generations, suggestive of regions consistently susceptible to MTHFR deficiency. These regions are generally methylated during late embryonic germ cell development and are enriched in young retrotransposons. As retrotransposons are resistant to reprogramming of DNA methylation in embryonic germ cells, their hypomethylated state in the sperm of F1 males could contribute to the worsening reproductive phenotype observed in F2 MTHFR-deficient males, compatible with the intergenerational passage of epimutations.

## Abstract (precis)

**Summary:** MTHFR deficiency results in sperm DNA hypomethylation of regions enriched in potentially active young retrotransposons that are targets of a piRNA- and DNMT3C-dependent *de novo* DNA methylation pathway, leading to reproductive defects that are more severe in subsequent generations.

## INTRODUCTION

DNA methylation is a well-studied epigenetic modification, generated by the addition of a methyl group to the fifth carbon of cytosine in DNA, which usually occurs in the context of CpG dinucleotides (Greenberg and Bourc'his, 2019). Male germ cells undergo widespread erasure followed by re-establishment of genomic DNA methylation patterns in the embryonic period. In the mouse, DNA demethylation takes place between embryonic day (E) 8.0 and E13.5 in primordial germ cells (PGCs), coinciding with the time when PGCs migrate and colonize the genital ridge (Kurimoto and Saitou, 2019; Sasaki and Matsui, 2008). The male germ cell genome is remethylated for the most part between E13.5 and E19.0, in mitotically arrested prospermatogonia (PSG), with some additional remodeling occurring postnatally (Kobayashi et al., 2013; Kubo et al., 2015; Molaro et al., 2014; Niles et al., 2011; Oakes et al., 2007; Seisenberger et al., 2012).

DNA methyltransferases (DNMTs), the provision of methyl groups by S-adenosylmethionine (SAM) and interactions with other epigenetic modulators, such as histone methylation, are important for the establishment of DNA methylation patterns in male germ cells. DNMT3A is the main enzyme catalyzing *de novo* DNA methylation in the male germline; it possesses an ADD domain and a PWWP domain, the latter of which binds to histone H3 methylated on H3K36 (H3K36me2/3) (Dhayalan et al., 2010; Okano et al., 1999; Weinberg et al., 2019). The PWWP domain of DNMT3A is postulated to mediate the crosstalk between H3K36 methylation and DNA methylation. Indeed, mutations in the PWWP domain of DNMT3A disrupt the interaction between DNMT3A and H3K36me2, and lead to aberrant targeting of DNMT3A (Weinberg et al., 2019). DNMT3A-dependent *de novo* DNA methylation in prenatal male germ cells is also dependent upon the catalytically inactive paralog DNMT3L (Zhang et al., 2018; Chédin et al., 2002). Although DNMT3L lacks the PWWP domain, it does contain an ADD domain, which binds to unmethylated H3K4. DNMT3C, a recently discovered rodent-specific member of the DNMT3 family, is essential for *de novo* DNA methylation and silencing of young retrotransposons during spermatogenesis (Barau et al., 2016).

Although the roles of the different DNMTs in male germ cell DNA methylation have been studied in detail, less is known regarding the effects of altering methyl group availability. 5,10-Methylenetetrahydrofolate reductase (MTHFR), an enzyme involved in the production of a major source of methyl groups, SAM, has received attention in the context of male germ cell DNA methylation owing to its connection to male infertility. MTHFR reduces 5,10-methylenetetrahydrofolate (5,10-methyleneTHF) to 5-methylTHF, the primary carbon donor for methionine production from homocysteine. Notably, MTHFR is highly expressed in mouse testes starting at E15 (Garner et al., 2013) compared with other adult tissues (Chen et al., 2001). A common genetic variant in humans (*MTHFR* 677C >T) results in a thermolabile enzyme, with ∼50% reduced enzymatic activity (Kang et al., 1991). The *MTHFR-677TT* genotype has been associated with idiopathic male infertility in some populations (Bezold et al., 2001; Hong et al., 2017).

Mouse studies have revealed a crucial role for MTHFR in male germ cells. MTHFR is most highly expressed in male germ cells at the time of DNA methylation acquisition in the embryonic gonad (Garner et al., 2013). The effect of MTHFR deficiency on fertility in mice has been studied using mice with a targeted mutation (null allele) in the *Mthfr* gene. *Mthfr*^−/−^ mice on a C57BL/6 background were healthy and fertile, but had reproductive abnormalities, including lower testis weights, lower sperm counts and increased proportions of abnormal seminiferous tubules (Chan et al., 2010; Lawrance et al., 2011). In contrast, *Mthfr*^−/−^ mice on a BALB/c background showed more severe reproductive defects and were infertile, indicating an important role of genetic background, as suggested by human studies. Analysis of sperm of C57BL/6 *Mthfr*^−/−^ mice using a low-resolution DNA methylation analysis technique, revealed preliminary evidence of effects of MTHFR deficiency on sperm DNA methylation (Chan et al., 2010).

Together, human and mouse studies have suggested an important role for MTHFR in normal male fertility as well as the coincidence of its expression with DNA methylation reprogramming in embryonic male germ cell development. However, effects of MTHFR deficiency on DNA methylation in sperm and the consequences for the next generation have not been studied. Using MTHFR-deficient C57BL/6 male mice (fathers) and their second generation MTHFR-deficient offspring (sons), we examined reproductive health and employed a sensitive genome-wide approach to investigate the effects of MTHFR deficiency on sperm DNA methylation across two generations (Fig. 1). In addition, a maternal MTHFR-deficient cohort was used to determine whether the methylation changes observed in the next generation were specific to paternal MTHFR deficiency and rule out the potential confounding effect of methyl donors supplied by mothers with normal MTHFR activity. We hypothesized that if DNA methylation abnormalities are reprogrammed between generations, sons would show effects similar to those observed in their fathers. In contrast, if epimutations accumulate across generations, sons would be expected to be more affected than their fathers. Here, we show that second generation males show more evidence of reproductive defects than males of the first generation and identify DNA methylation defects in sperm that provide a potential explanation for the findings.

**Fig. 1.**
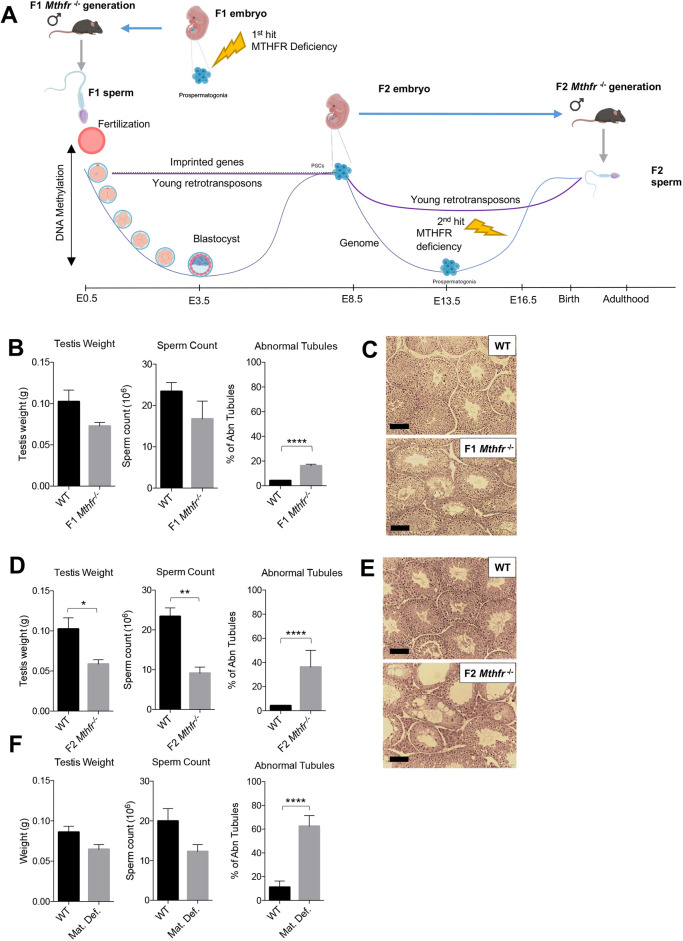
**MTHFR deficiency impacts epigenetic reprogramming in male germ cells and results in reproductive decline across two generations.** (A) Experimental design for the production of F1 and F2 MTHFR-deficient males. Based on high levels of expression of MTHFR in prospermatogonia (PSG), MTHFR deficiency is expected to affect F1 generation (1st hit) primordial germ cells (PGCs) when DNA methylation patterns are established. Epimutations in the sperm of MTHFR-deficient fathers will either be corrected postfertilization during reprogramming in F2 pre-implantation embryos or, if they escape reprogramming, be passed on to the germ cells of the F2 post-implantation MTHFR-deficient embryos (sons). A second phase of reprogramming takes place in the PGCs of the F2 MTHFR-deficient sons, preceding re-acquisition of DNA methylation in PSG, which are deficient in MTHFR (2nd hit). If PGC reprogramming is not complete, F2 generation PSG may carry epimutations from their fathers in addition to being impacted by MTHFR at the time of *de novo* methylation. (B) Testis weight, sperm count and proportion of abnormal testicular tubules in *Mthfr*^+/+^ (WT) and *Mthfr^−/−^* F1 males (WT, *n*=3; F1 *Mthfr^−/−^*, *n*=4). (C) Representative histological cross-sections of testes. (D) Testis weight, sperm count and proportion of abnormal testicular tubules in F2 generation males (WT, *n*=3; F2 *Mthfr^−/−^*, *n*=4). (E) Representative testicular histological cross-sections from F2 generation males. (F) Testis weight, sperm count and proportion of abnormal testicular tubules in the maternal deficient (Mat. Def.) group of WT (*n*=4) and *Mthfr^−/−^* (*n*=6) males. Data are mean+s.e.m. *P<0.05; **P<0.01; ****P<0.0001. Scale bars: 100 µm.

## RESULTS

### General health and reproductive parameters across successive generations in MTHFR-deficient male mice

To determine the effects of MTHFR deficiency across two generations, F0 founder *Mthfr^+/−^* males and females were bred to obtain F1 generation *Mthfr^−/−^* and *Mthfr^+/+^* wild-type (WT) male mice. Next, F1 generation *Mthfr^−/−^* (fathers) and WT males were mated with *Mthfr^+/−^* females to acquire F2 generation *Mthfr^−/−^* and WT male mice (sons). As illustrated in Fig. 1A, the F2 MTHFR-deficient sons received two potential hits to their testes and sperm DNA methylation: one due to their fathers' MTHFR deficiency during germ cell development and the second due to the absence of MTHFR in their own germ cells (Fig. 1A). First, we assessed the F1 generation male mice. Body weight of adult mice was measured as an indicator of their general health. This revealed a similar weight between *Mthfr^−/−^* and WT animals in both generations, indicating that MTHFR loss does not affect the general health of male mice (Fig. S1A). In addition, we determined the effects of MTHFR deficiency on the testis, the tissue with the highest level of MTHFR expression (Chen et al., 2001). Consistent with our previous report (Chan et al., 2010), a decrease in testis weight of approximately 30% was seen in F1 *Mthfr^−/−^* males compared with WT males. Similarly, testicular sperm counts were reduced (Fig. 1B). However, the decreases in weight and sperm count were not statistically significant. Examination of testicular histology revealed a significant increase of ∼20% in the proportion of morphologically abnormal seminiferous tubules in testes of MTHFR-deficient F1 mice (Fig. 1B,C). Thus, lifetime MTHFR deficiency leads to testicular abnormalities without affecting the overall health of the males, such that they are able to produce the F2 generation.

Next, we assessed the reproductive health of the F2 generation *Mthfr^−/−^* males and their WT counterparts. F2 *Mthfr^−/−^* adult males were healthy with body weights similar to WT males (Fig. S1A). Because the DNA methylome of the F2 MTHFR-deficient sons undergoes two waves of demethylation and remethylation, we anticipated that reproductive parameters in the sons would resemble those of their fathers. Surprisingly, testis weights and sperm counts were more severely affected in the F2 MTHFR-deficient sons compared with their fathers (Fig. 1D). In line with these results, histological examination of the testes of F2 MTHFR-deficient sons revealed a higher number of abnormal seminiferous tubules compared with their fathers (Fig. 1D,E). Of note, F2 generation males mated with WT females for a period of 3 months were unable to produce litters, suggesting that the F2 males are subfertile or infertile. Together, these results indicate that the testes of F2 generation MTHFR-deficient sons are more severely affected than the testes of their *Mthfr^−/−^* fathers.

The father and son experiments depicted in Fig. 1A and described above made use of *Mthfr*^+/−^ females to obtain the F1 and F2 males. In such pregnancies, one-carbon metabolism in the mothers of MTHFR-deficient and WT males would potentially maintain normal SAM levels, which could in turn be transferred to fetuses and metabolized by developing germ cells. Therefore, we investigated whether DNA methylation in the sperm of F2 males (i.e. those with *Mthfr*^−/−^ fathers) could be further impacted by maternal MTHFR deficiency. F2 males were derived from matings between *Mthfr*^−/−^ males and females (Fig. S2A). Consistent with the findings in the F2 sons reported above, the resulting maternal-deficient (Mat. Def.) F2 *Mthfr*^−/−^ males showed a 25% decrease in testis weights, a 40% decrease in testicular sperm counts, and >50% increase in the proportion of abnormal tubules compared with WT males (Fig. 1F). The WT males showed similar reproductive parameters (testis weights, sperm counts, testis histology) to those of WT males in the father/son experiments. Thus, reproductive parameters in these Mat. Def. F2 generation males are minimally impacted by maternal MTHFR deficiency.

### F1 generation *Mthfr^−/−^* fathers and F2 generation *Mthfr^−/−^* sons show a profound loss of sperm DNA methylation

Given the crucial role of MTHFR in SAM production, as well as the high level of MTHFR expression during key periods of DNA methylation acquisition and maintenance, MTHFR likely impacts DNA methylation patterns in sperm. To examine the effect of MTHFR loss on sperm DNA methylation in F1 as well as F2 *Mthfr^−/−^* males, we used reduced representation bisulfite sequencing (RRBS).

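RRBS cuts out CpG-rich fragments with MspI and converts unmethylated cytosines with bisulfite, so the share of reads that keep a C at a cytosine is its methylation. Sperm libraries of the father/son colony came from 4 F1 *Mthfr-/-* males, 4 F2 *Mthfr-/-* males and 3 WT males (1 of the F1 and 2 of the F2 generation), with 1 library per male. At the 7 CpG cytosines of *Mthfr*, the disrupted gene, that reached 10 reads in every male (chromosome 4, 148039077 to 148059562 in mm10), methylation was 96.2% to 98.2% in the WT males, 76.4% to 87.8% in the F1 and 74.5% to 89.0% in the F2 *Mthfr-/-* males. Over the 89235 tiles of 100 bp covered in every male of both colonies, mean methylation was 24.7% ± 0.156 (SD, n = 3) in WT, 22.8% ± 0.261 (SD, n = 4) in F1 *Mthfr-/-* and 23.4% ± 0.273 (SD, n = 4) in F2 *Mthfr-/-* sperm. Every *Mthfr-/-* male lay below every WT male (exact two-sided permutation test, p = 0.057 for F1 and for F2, the smallest p that 4 males against 3 allow). The paper's text gives 3 WT males beside both generations without naming them, so both were compared with the same 3 WT libraries. The authors aligned the reads with BSMAP 2.74 to mm10 and deposited the coverage and the percent of methylated reads at each CpG cytosine. Summed over cytosines, coverage was 88711585 to 122215136 (median 114765653) per library in WT, 78721020 to 112314552 (median 96220050.5) in F1 and 88133489 to 102507512 (median 94910456) in F2 *Mthfr-/-* males. A read counts once at each cytosine it covers, so these are not numbers of reads. A tile was tested where every male of a comparison had at least 2 cytosines of CpGs with 10 or more reads. Reads were summed within groups and compared by logistic regression (likelihood-ratio test, as methylKit does by default), and a DMT had a Benjamini-Hochberg q under 0.01 and a difference of 10 percentage points or more. That test takes reads, not males, as its unit, so limma on log2((methylated + 1)/(unmethylated + 1)) per male was run beside it.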

RRBS revealed thousands of differentially methylated tiles (DMTs, 100 bp/tile) for F1 generation *Mthfr^−/−^* compared with WT males (8359 tiles). The vast majority of these tiles showed a loss of methylation (hypomethylation; 8296, 99.2%) and only few tiles demonstrated a gain in methylation (hypermethylation; 63, <1%) (Fig. 2A, Table S1). 

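Among the DMTs inside genes, the largest fall in F1 *Mthfr-/-* sperm was in *Ttc34*, a gene of the tetratricopeptide repeat family, where a tile (chromosome 4, 154839301 to 154839400) went from 98.8% ± 0.964 (SD, n = 3) in WT to 8.84% ± 7.85 (SD, n = 4) in F1 (adjusted p = 0.00541 from limma). *Ttc34* is on the same chromosome as *Mthfr*, more than 5 Mb from it. That bound was chosen for counting, and whether DNA carried along with the null allele reaches *Ttc34* was not tested. A tile of *Aff1* (chromosome 5, 103828501 to 103828600), which encodes part of the super elongation complex, fell from 71.2% ± 3.75 to 19.2% ± 3.52 (adjusted p = 0.00975 from limma). *Adra1b*, encoding the α1B-adrenergic receptor (chromosome 11, 43821201 to 43821300), fell from 77.5% ± 10.0 to 21.1% ± 9.43, and the cell adhesion gene *Epcam* (chromosome 17, 87640401 to 87640500) from 60.6% ± 22.7 to 7.85% ± 4.40. *Pik3cd*, the catalytic subunit of a phosphoinositide 3-kinase, lies within 5 Mb of *Mthfr* and fell from 81.0% ± 30.5 to 7.76% ± 2.11 (adjusted p = 0.0280 from limma). The cofilin phosphatase gene *Ssh1*, the Rho exchange factor gene *Arhgef17*, *Mgat5*, *Mycl* and the teneurin gene *Tenm3* complete the 10 largest falls, *Mgat5* with an adjusted p of 0.0508 and *Tenm3* of 0.144 from limma. The difference in *Tenm3*, −54.0 points in pooled reads, was −21.2 without the WT F2 male L14C. Set against the WT males of the other, maternal-deficient colony, the F1 males were higher, not lower, in *Adra1b*, *Tenm3* and *Mgat5*. Among the few gains, *Draxin*, an axon guidance gene (chromosome 4, 148102301 to 148102400), rose from 8.14% ± 3.35 to 58.2% ± 7.34 (adjusted p = 0.0120 from limma), and *Camta1*, a calmodulin-binding transcription activator, from 26.6% ± 8.60 to 68.2% ± 5.87. Both lie within 5 Mb of *Mthfr*, as does the pseudogene *Rps19-ps3*, which rose from 30.3% ± 6.50 to 61.6% ± 6.36. *Itprip* on chromosome 19 rose from 40.3% ± 7.59 to 80.4% ± 11.1. *Zc3h7a* was at 22.4% ± 15.2 in WT and 58.1% ± 14.1 in F1 (adjusted p = 0.0906 from limma), and its difference in pooled reads of 38.9 points was 23.2 without the F1 male P3-4-EG. Tiles were named only where each *Mthfr-/-* male lay beyond each WT male, so that this order was set by the choice, and had 20 to 1865 reads per male.

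**Figure D1:**
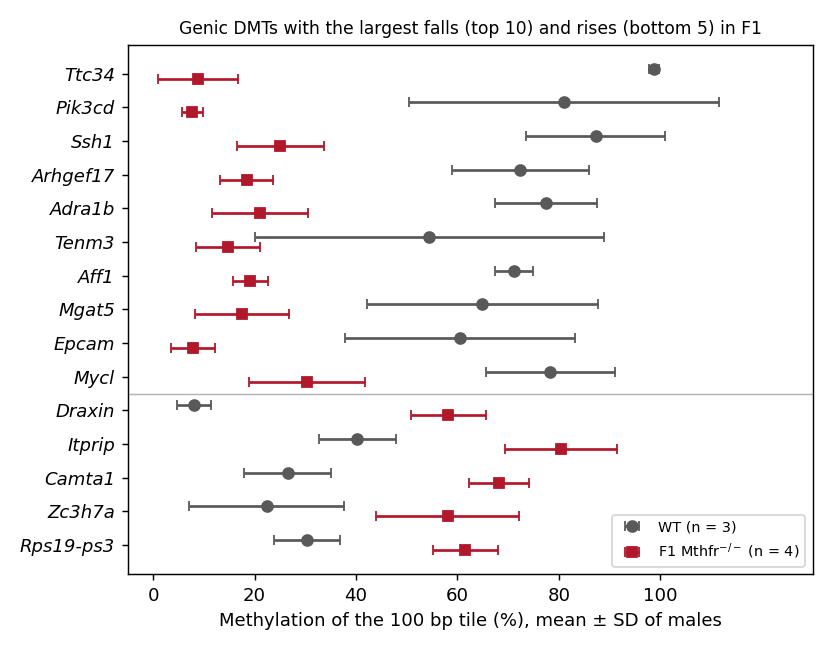
Methylation in percent (x axis, mean and SD of males) of the DMTs inside genes with the 10 largest falls and the 5 largest rises, in WT (circles, n = 3) and F1 *Mthfr-/-* males (squares, n = 4). *Ttc34* shows the widest gap and *Tenm3* the widest WT bar, 54.5% ± 34.5.

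In all, 7862 of 111933 tested tiles lost and 60 gained methylation, with a median difference of −16.0 percentage points in the hypomethylated DMTs. Of the 46287 tested tiles with at least 10% methylation in WT, 17% were hypomethylated. With the male as the unit, limma called 10 tiles lower and 0 higher at the same thresholds (2169 lower at an adjusted p under 0.05, and 6997 lower and 48 higher at an unadjusted p under 0.05), and logistic regression with an overdispersion term called 0 (6144 and 42 at an unadjusted p under 0.05). Methylation at intermediate tiles was lower in the 4 WT males of the maternal-deficient colony than in these WT males (a difference of −15.2 points), and a comparison across the colonies cannot tell genotype from colony and housing. Library batches are not given and may differ between the colonies as well. Against those 4 males, 384 tiles were lower and 3957 higher in F1, and against all 7 WT males 1367 and 672. With both colonies in 1 limma model and colony as a term, 472 tiles were lower and 18 higher in *Mthfr-/-* than in WT males at an adjusted p under 0.01. Without the WT F2 male L13-C, whose library had the fewest CpG cytosines with 10 or more reads (1187500), 176144 tiles could be tested and 14762 were DMTs, 8.38% of those tested against 7.08% with it.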

DMTs were mainly located in intergenic (60.1%), intronic (22.3%) and exonic (12.3%) regions. The remaining genomic locations (promoter, terminator-TSS, 3′UTR, 5′UTR, non-coding, others) contained only 5.3% of the DMTs (Fig. 2B). The most notable difference between the genomic distribution of all sequenced tiles and that of F1 DMTs was the two-fold over-representation of DMTs in intergenic regions (Fig. 2B), suggesting that intergenic DNA methylation in sperm is most susceptible to the loss of MTHFR.

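Intergenic tiles, those centred outside every curated RefSeq gene with 1000 bp added at each end, made up 57.5% of the 7922 F1 DMTs and 27.5% of all tested tiles. That is a 2.09-fold over-representation (95% interval 2.03 to 2.15, bootstrap over blocks of 1000000 bp). A tile that is unmethylated in WT cannot lose methylation. Among the tested tiles with at least 10% methylation in WT, 50.4% were intergenic, and against these the F1 DMTs were 1.14-fold over-represented between genes (1.11 to 1.17).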

**Fig. 2.**
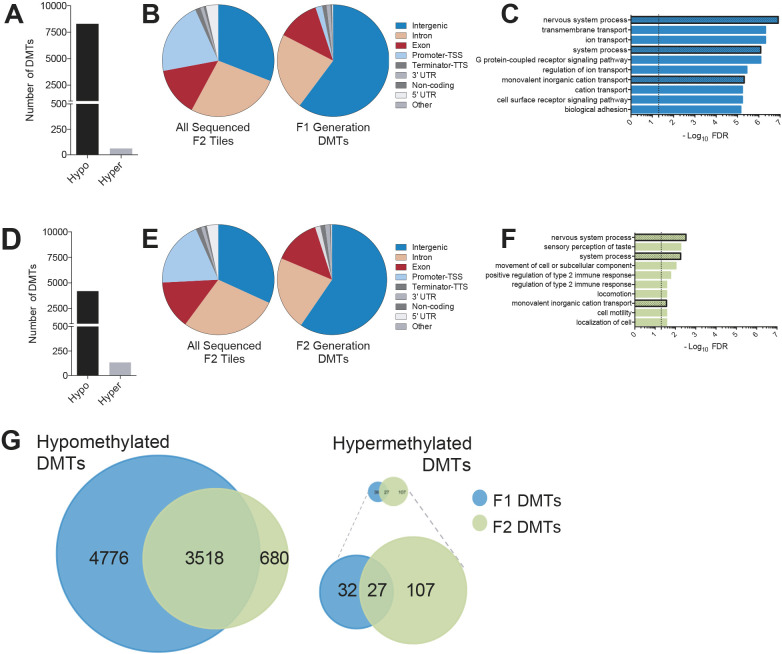
**Genome-wide loss of sperm DNA methylation in MTHFR-deficient F1 and F2 generation males.** (A) Number of 100 bp tiles that significantly lost (hypomethylated) or gained (hypermethylated) methylation in the sperm of F1 *Mthfr^−/−^* compared with WT males. (B) Distribution of DMTs into genomic elements is shown for all sequenced F1 tiles as well as F1 generation DMTs. (C) GO enrichment analysis of genic DMTs in F1 generation males. The dotted line indicates the *P*<0.05 threshold for significance for FDR. The dotted bars indicate common enriched pathways between the F1 and F2 generations. (D) Number of 100 bp tiles that were significantly hypomethylated or hypermethylated in the sperm of F2 *Mthfr^−/−^* compared with WT males. (E) Distribution of DMTs into genomic elements is shown for all sequenced F2 tiles as well as F2 generation DMTs. (F) GO enrichment analysis of genic DMTs in F2 generation males. The dotted line indicates the *P*<0.05 threshold for significance for FDR. The shaded bars indicate common enriched pathways between the F1 and F2 generations. (G) Euler diagrams of common hypo- and hypermethylated tiles between sperm of F1 and F2 generation males. Hypermethylated tiles are shown proportional (in size) to the hypomethylated tiles on the top right, with the magnified version shown below.

To assess further the impact of MTHFR deficiency on sperm DNA methylation, we examined the magnitude of change for the identified DMTs. Although most DMTs showed a magnitude of methylation change in the range of 10-20% (69.6%), a significant number (30.4%) of DMTs showed changes >20% in magnitude (Fig. S1B). 

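Genes of the fixed lists with a loss of more than 20 points in F1 sperm include *Tet1*, *Stag3*, *Sycp1* and *Olfr851*, beside others named elsewhere. *Tet1*, whose product oxidizes 5-methylcytosine, fell at a tile on chromosome 10 (62879501 to 62879600) from 48.9% ± 15.8 (SD, n = 3) in WT to 16.6% ± 2.62 (SD, n = 4) in F1 *Mthfr-/-* males (adjusted p = 0.0345 from limma), although the F1 males were higher than the WT males of the maternal-deficient colony there. *Stag3*, a meiotic cohesin gene, went from 80.6% ± 3.56 to 52.6% ± 16.3 (adjusted p = 0.0990 from limma), and *Sycp1*, a gene of the synaptonemal complex, from 95.5% ± 3.31 to 72.1% ± 13.2. The olfactory receptor gene *Olfr851* went from 89.5% ± 1.61 to 68.4% ± 8.39, with 329 to 1045 reads per male. By class of change, 3432 DMTs (43.3%) changed by 10 to 15 points, 26.3% by 15 to 20, 14.6% by 20 to 25, 8.04% by 25 to 30, 5.79% by 30 to 40, and 155 (1.96%) by over 40 points. Together, 2405 DMTs changed by more than 20 points. A DMT had to change by at least 10 points, so the smallest changes are left out of these shares.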

Using genic DMTs (excluding the intergenic regions), we performed gene ontology (GO) analysis to identify over-represented biological processes, employing the web-based functional enrichment analysis tool WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) (Liao et al., 2019). This revealed a large number of GO biological processes as significantly over-represented based on DMTs in sperm of the F1 generation MTHFR-deficient males. The top GO term was ‘nervous system process’ with many others related to ion transport pathways (Fig. 2C).

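Gene lists were drawn up to match the terms of Fig. 2C and the germ line, and a gene was measured where it had a tested tile with at least 10% methylation in WT. Protocadherins and cadherins, the neuronal and epithelial adhesion molecules, had the highest share: 42 of 56 genes (75%) had a hypomethylated DMT in F1 sperm, against 23.7% of all other genes (odds ratio 9.63, Fisher's exact test, two-sided, adjusted p = 1.9e-14 over 17 lists). Protocadherin genes overlap, so that 1 tile can count for several of them, and with measured genes that share a tested tile counted as 1 the share was 9 of 20 (45%) against 24.1% (odds ratio 2.58, adjusted p = 0.210 by the same exact test). This ends the call, and no other list passed when counted so. *Pcdh12* (chromosome 18, 38277801 to 38277900) fell from 50.2% ± 18.9 (SD, n = 3) to 10.7% ± 2.86 (SD, n = 4), and *Cdh11* from 49.5% ± 11.8 to 20.1% ± 4.59, a difference in pooled reads of −27.7 points that was −16.5 without the WT F2 male L14C. Among neurotransmitter receptors, 19 of 50 genes had a hypomethylated DMT (adjusted p = 0.168 by the same exact test), among them the muscarinic receptor gene *Chrm3*, which fell from 82.5% ± 5.96 to 47.4% ± 13.2, and the serotonin receptor gene *Htr3a*, from 67.5% ± 1.62 to 42.7% ± 7.00. *Htra4*, a serine protease that the list holds only through its symbol, went from 73.7% ± 13.6 to 41.7% ± 11.5. Of the ion channels, 17 of 57 potassium, 8 of 21 calcium and 4 of 10 sodium channel genes had such a DMT, with adjusted p = 0.624, 0.450 and 0.566 by Fisher's exact test. The cardiac potassium channel gene *Kcnh2* went from 86.2% ± 9.44 to 56.3% ± 6.10 and *Cacna1e* from 72.3% ± 2.71 to 45.7% ± 6.25, and *Kcnh2* was higher in F1 than in the WT males of the maternal-deficient colony. Of the solute carriers, 32 of 163 had a hypomethylated DMT (adjusted p = 0.512, Fisher's exact test), such as the choline transporter-like gene *Slc44a2*, from 73.0% ± 6.38 to 39.1% ± 2.28.

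**Figure D2:**
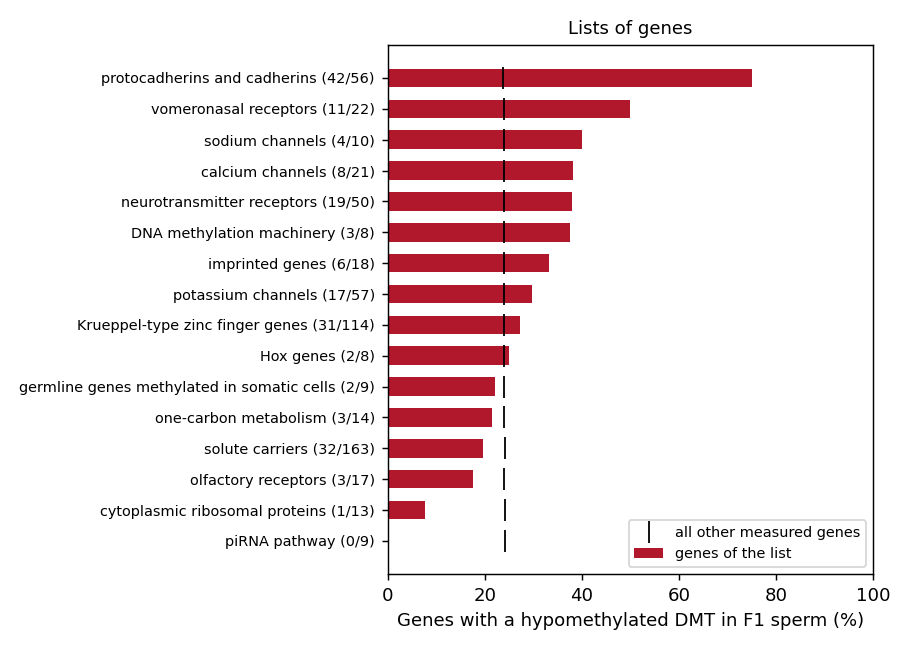
Percent of the genes of each list with a hypomethylated DMT in F1 sperm (bars, x axis from 0, numbers of genes in brackets) and percent among all other measured genes (black ticks), for lists with at least 8 measured genes. The bar of the protocadherins and cadherins reaches 75% and that of the piRNA pathway is at 0.

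Of the vomeronasal receptors, 11 of 22 had a hypomethylated DMT (adjusted p = 0.0820, Fisher's exact test). Genes with more tiles have more chances of a DMT, so the log number of tested tiles of a gene was also entered as a term in logistic regression across genes. The odds ratio was 4.73 for protocadherins and cadherins (adjusted p = 4.5e-06 from the likelihood-ratio chi-square test) and 4.39 for vomeronasal receptors (adjusted p = 0.0101), which then passed as well, although genes that share tiles count separately in this regression. Of the other lists, 3 of 17 olfactory receptor and 0 of 2 taste receptor genes, 6 of 18 imprinted, 3 of 8 DNA methylation, 3 of 14 one-carbon, 0 of 9 piRNA pathway, 2 of 9 germline and 31 of 114 Zfp genes, 2 of 8 Hox and 1 of 13 ribosomal protein genes had a hypomethylated DMT, at adjusted p from the exact test of 0.450 or more. Adjusted over the list alone, the counts were the same except for 4 olfactory receptor genes and 1 Hox gene.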

As F2 generation *Mthfr^−/−^* males derived from F1 males with hypomethylated sperm DNA (first hit) lack MTHFR in their germ cells (second hit, Fig. 1A), we expected the sperm DNA methylome of the F2 sons to be similarly or more severely affected than that of their fathers. Indeed, consistent with the MTHFR-deficient F1 fathers, the sperm of F2 sons was predominantly hypomethylated (96.7% of DMTs) compared with WT (Fig. 2D). However, unexpectedly, we observed ∼50% fewer DMTs (4332) in F2 versus F1 generation sperm (Table S1). 

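In F2 sons the *Ttc34* tile was at 22.5% ± 21.6 (SD, n = 4), a wide spread between sons, and *Arhgef17* fell from 72.4% ± 13.5 (SD, n = 3) in WT to 27.7% ± 10.2. The largest falls also took in *Tmem82* (chromosome 4, 141614801 to 141614900), from 96.8% ± 2.80 to 46.6% ± 6.38, *Plcl1*, a phospholipase C-like gene, from 98.6% ± 2.45 to 61.0% ± 10.3 (but higher than in the Mat. Def. WT males), *Ccdc171*, from 91.7% ± 4.29 to 52.5% ± 11.3, and *Chpf*, a gene of chondroitin synthesis, from 68.9% ± 10.4 to 31.8% ± 0.724. *Mthfr* itself fell at a tile of chromosome 4 (148040201 to 148040300) from 98.2% ± 0.636 to 44.8% ± 5.88 (adjusted p = 0.00242 from limma), and of the other 9 falls none passed an adjusted p of 0.05 from limma (0.0790 or more). Whether the *Mthfr* tile differs in base sequence on the null allele, which could also lower its percent, was not tested. *Pik3cd*, near *Mthfr*, had its largest fall at the tile next to that of F1, from 81.4% ± 27.3 to 18.1% ± 6.48. Gains in F2 included *Camta1*, at 80.3% ± 7.09, *Draxin*, at 60.9% ± 6.10 (adjusted p = 0.0308 from limma), *Rps19-ps3*, at 76.8% ± 5.34, all within 5 Mb of *Mthfr*, *Itprip*, at 81.1% ± 1.62, and the vomeronasal receptor gene *Vmn1r65*, from 37.8% ± 13.3 to 74.8% ± 6.39. In all, 3846 of 122947 tested tiles lost and 132 gained methylation, with a median difference of −14.4 points in the hypomethylated DMTs, 6.78% of the 56747 tiles with at least 10% methylation in WT. At the same thresholds limma called 1 tile lower and 0 higher (2833 and 75 at an unadjusted p under 0.05), and the overdispersion term left 0 (2466 and 59 at an unadjusted p under 0.05). Losses made up 2.79% of the 7203 DMTs against the 4 Mat. Def. WT males, a comparison confounded with colony, and 15.3% of the 2801 against all 7 WT males. Without the WT F2 male L13-C the count was 7641 of 201988 tested tiles (3.78% against 3.24%).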

The distribution of DMTs in the genome of F2 sperm resembled that found in F1 sperm, with alterations in DNA methylation affecting mostly intergenic regions (59.6%), followed by intronic (21.7%) and exonic (13.7%) regions (Fig. 2E). Similar to our findings in F1 *Mthfr*^−/−^ males, intergenic regions were approximately two-fold enriched in F2 sperm compared with all F2 sequenced tiles (Fig. 2E), further highlighting the potential role for MTHFR in DNA methylation at intergenic regions.

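In F2 sperm, 56.8% of the 3978 DMTs lay between genes, against 28.5% of all tested tiles, a 2.00-fold over-representation (95% bootstrap interval 1.91 to 2.08). Of the tested tiles with at least 10% methylation in WT, 48.3% were intergenic, and the over-representation against these was 1.18-fold (1.13 to 1.22).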

Analysis of the magnitude of DNA methylation changes for F2 generation DMTs revealed significantly more DMTs in the range of 10-15% (56.1%) compared with F1 generation DMTs. Surprisingly, significantly fewer F2 DMTs showed DNA methylation changes >20% in magnitude (23.5%) compared with F1 generation DMTs in this range (Fig. S1C). 

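*Ssh1* was at 52.6% ± 13.3 (SD, n = 4) in F2, with F1 at 25.1% ± 8.58, and *Aff1* was at 32.1% ± 6.66 in F2. *Zfp442*, a zinc finger gene, was at 34.4% ± 3.95 in the sons and 33.3% ± 4.19 in the fathers, from 64.5% ± 4.14 (SD, n = 3) in WT. Across the 3210 tiles hypomethylated in both, the median difference from WT was −19.9 points in F1 and −14.8 in F2, and 81.9% of the tiles lost less in F2. By class, 54.9% of F2 DMTs changed by 10 to 15 points (odds ratio 0.628 for F1 against F2, Fisher's exact test, two-sided, adjusted p = 4.4e-32 over 21 tests) and 17.2% (685) by more than 20 points (odds ratio 2.10, adjusted p = 2.7e-55). These tests count tiles, and neighbouring tiles of the same males are not independent. Compared directly, 5516 of 176348 tiles were lower and 141 higher in F1 than in F2 by logistic regression, while limma called 0 (4495 and 106 at an unadjusted p under 0.05) and the overdispersion term 0 (3805 and 93).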

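In F2 sperm, 2 of the gene lists passed Fisher's exact test for a higher share of members with a hypomethylated DMT than other genes, and neither call held when the number of tiles or shared tiles were allowed for. These were the protocadherins and cadherins (19 of 59 genes, 32.2% against 11.5%, odds ratio 3.66, Fisher's exact test, two-sided, adjusted p = 0.000364) and the neurotransmitter receptors (14 of 55 genes, odds ratio 2.62, adjusted p = 0.0376). *Pcdh1* (chromosome 18, 38203101 to 38203200) fell from 27.9% ± 15.9 (SD, n = 3) in WT to 6.59% ± 5.19 (SD, n = 4) in F2, and *Cdh8* from 45.4% ± 2.51 to 30.8% ± 3.98. The muscarinic receptor gene *Chrm3* went from 82.5% ± 5.96 to 60.0% ± 11.0, and the protease gene *Htra4*, on the list through its symbol, from 57.1% ± 10.1 to 28.8% ± 9.20. With the number of tested tiles per gene as a term, the odds ratios were 1.66 (adjusted p = 0.416, likelihood-ratio chi-square test) and 2.78 (adjusted p = 0.0561), so both calls ended. They ended as well with genes that share a tested tile counted as 1, at 7 of 23 (odds ratio 3.26, Fisher's exact test, adjusted p = 0.122) and 14 of 55 (odds ratio 2.56, adjusted p = 0.0850). Channel genes had a hypomethylated DMT in 7 of 59 potassium, 5 of 21 calcium and 2 of 11 sodium channels, such as *Kcnj6*, from 29.7% ± 4.59 to 10.7% ± 1.78, and *Cacna1s*, from 76.6% ± 4.58 to 58.8% ± 5.27. Against the WT males of the Mat. Def. colony, the F2 males were higher in *Chrm3*, *Htra4*, *Pcdh1* and *Cacna1s*. Among solute carriers the count was 13 of 188, with *Slc22a15* going from 93.3% ± 1.70 to 66.2% ± 5.44. Of the other lists, 4 of 24 vomeronasal, 0 of 21 olfactory and 0 of 2 taste receptor, 4 of 20 imprinted, 2 of 11 DNA methylation, 3 of 15 one-carbon, 0 of 10 piRNA pathway, 1 of 9 germline, 16 of 121 Zfp, 1 of 8 Hox and 0 of 15 ribosomal protein genes had a hypomethylated DMT. Adjusted over the list alone, the counts were the same except for 4 calcium channel and 17 Zfp genes. The vomeronasal receptor gene *Vmn1r65* is the 1 listed vomeronasal gene with a hypermethylated DMT.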

Next, genic F2 DMTs were used to identify enriched pathways and, interestingly, three of the top ten pathways (‘nervous system process’, ‘system process’ and ‘monovalent inorganic cation transport’) were shared between F1 and F2 generations (Fig. 2C,F).

To explore further the shared effects of MTHFR deficiency in the F1 and F2 sperm DNA methylomes, we determined whether specific tiles are shared between both generations. 

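Hypermethylated in both F1 and F2 sperm were 27 tiles, 20.5% of the 132 in F2. Of these, 11 (40.7%) lay within 5 Mb of *Mthfr* on chromosome 4, a window that held 0.683% of the tiles tested in F1. *Draxin*, *Camta1* and *Rps19-ps3* are the genes with the largest shared rises in the window, and *Itprip* on chromosome 19 is one outside it. Of all hypermethylated DMTs, 15 of 60 in F1 (25%, odds ratio 49.5, Fisher's exact test, two-sided, p = 1.1e-19) and 20 in F2 (15.2%, odds ratio 25.5, p = 9.9e-21) lay there. The test counts tiles, and some of these are adjacent and not independent, so the p-values are too small. Over the 111243 tiles tested in both comparisons, 25% of the F2 hypermethylated DMTs were shared. Simulated unchanged groups compared with the same 3 WT libraries gave 34.6% (31.7 to 40.0, 50 simulations), and independent lists would share 0.0512%. The simulated lists held a median of 429.5 gains in F1 and 442 in F2, against 57 and 108 observed. A share depends on the length of the lists, so the 25% and the 34.6% are not like for like.

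**Figure D3:**
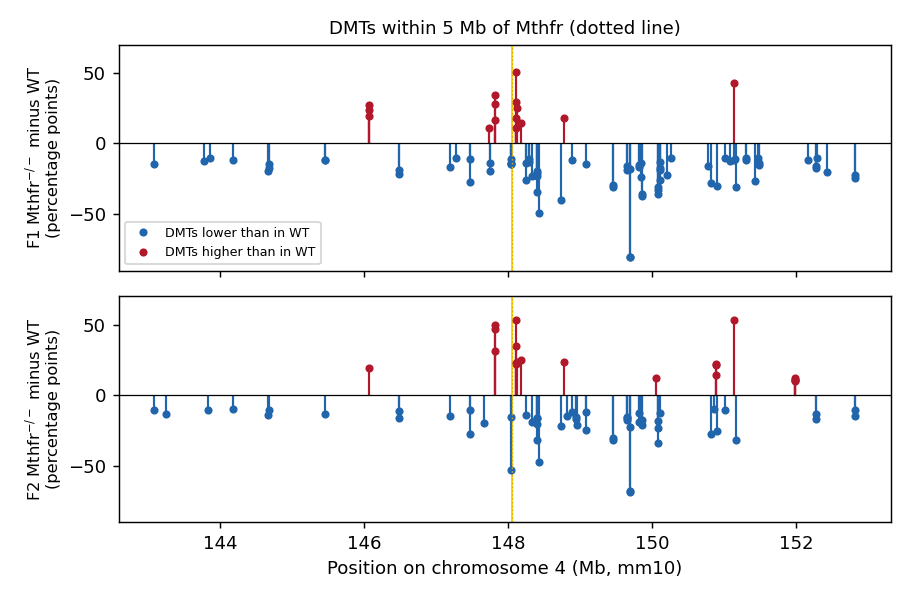
DMTs within 5 Mb of *Mthfr* on chromosome 4 (x axis, position in Mb of mm10; dotted line, *Mthfr*), with the difference from WT in percentage points (y axis) in F1 (top) and F2 (bottom), gains in red and losses in blue. The window holds 15 gains and 77 losses in F1, and 20 and 56 in F2.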

For hypermethylated DMTs, this was only the case for a small subset of DMTs (Fig. 2G, right). However, strikingly, 83.8% of all hypomethylated DMTs in F2 sperm were also found in F1 sperm (Fig. 2G, left), suggesting that these regions are consistently susceptible to MTHFR deficiency.

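*Ttc34*, *Pik3cd*, *Ssh1*, *Arhgef17* and *Aff1* were among the 10 largest genic falls of both generations, *Pik3cd*, within 5 Mb of *Mthfr*, at adjacent tiles. *Mthfd2*, an enzyme of mitochondrial folate metabolism (chromosome 6, 83316201 to 83316300), was at 17.9% ± 2.54 (SD, n = 4) in F1 and 17.8% ± 2.65 in F2, from 32.1% ± 6.27 (SD, n = 3) in WT, and *Shmt2* was at 38.6% ± 4.39 and 39.7% ± 4.13, from 53.3% ± 4.68, although both lay above the Mat. Def. WT males at the *Shmt2* tile. Of the 3846 hypomethylated DMTs of F2, 3210 (83.5%) were hypomethylated in F1. Both generations were set against the same 3 WT libraries, which makes calls coincide without any effect. Over the tiles tested in both comparisons, 88.2% of F2 hypomethylated DMTs were shared, against 32.7% (29.3 to 36.2) for simulated unchanged groups and 7.02% for independent lists. The 7.02% is too low, since it counts tiles under 10% methylation in WT, which cannot lose 10 points. The simulated lists were far shorter, with medians of 429.5 tiles in F1 and 427.5 in F2 against 7814 and 3643 observed. A share rises with the length of the F1 list, so the 88.2% and the 32.7% are not like for like. The covariance of the differences across tiles was 15.5, and 3.33 (3.22 to 3.42) in the simulations. The 3 controls cannot be split with at least 2 libraries on each side, so part of the excess can come from the shared controls. A side with 1 control male has no spread between males, so differences peculiar to that male enter its calls. With the F1 WT male as the only control of F1 and the 2 F2 WT males as the only controls of F2, the share was 53.2%, and with the Mat. Def. WT males as controls of F2, against whom few DMTs were losses, it was 53.7%. The 1 F2 tile that limma called, in *Mthfr*, was not tested in F1. The paper proposes from the overlap that these regions lose methylation regularly when MTHFR is lacking.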

Next, we used RRBS to determine DNA methylation changes in the Mat. Def. F2 MTHFR-deficient males and compared them with the DMTs of F1 fathers and F2 sons as described above. Sperm of the Mat. Def. F2 MTHFR-deficient males showed changes in 2709 DMTs with the majority (95% of DMTs) showing hypomethylation (Fig. S2B, Table S1). 

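The Mat. Def. colony gave sperm of 6 *Mthfr-/-* Mat. Def. F2 males, whose mothers lacked MTHFR as well, and of its own 4 WT males, 1 RRBS library per male. *Mthfr* methylation at the same 7 cytosines was 77.6% to 92.5% in these WT and 54.3% to 80.2% in the *Mthfr-/-* males, so the groups overlapped. Mean methylation over tiles was 19.6% ± 0.686 (SD, n = 4) in WT and 18.8% ± 0.629 (SD, n = 6) in *Mthfr-/-* males (exact two-sided permutation test, p = 0.0952, where 0.00952 is the smallest p that 6 males against 4 allow). At the 13984 tiles of intermediate methylation, between 10% and 90% on average over all males, it was 46.5% ± 3.68 (SD, n = 4) in WT and 42.5% ± 3.17 (SD, n = 6) in *Mthfr-/-* males (p = 0.114 by the same exact test). Without the *Mthfr-/-* male 888 the differences were −0.987 and −4.95 points, each with an exact p of 0.0317, and without the WT male 1336 they were −0.508 and −2.40 points (exact p = 0.238 and 0.286). Coverage summed over cytosines was 100521817 to 190926726 (median 118410087) per library in the WT and 100416914 to 121820070 (median 109957646) in the *Mthfr-/-* males. The libraries were processed and tested as those of the father/son colony, against the 4 Mat. Def. WT alone.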

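In Mat. Def. F2 sperm the largest genic fall was in *Bach2*, a transcription factor gene of B cells (chromosome 4, 32562801 to 32562900), from 71.5% ± 10.2 (SD, n = 4) in WT to 30.3% ± 12.3 (SD, n = 6) in *Mthfr-/-* males. *Spata13*, a Rho-family exchange factor gene (chromosome 14, 60691301 to 60691400), fell from 91.9% ± 4.80 to 51.6% ± 11.1 (adjusted p = 0.0379 from limma), the only one of the 10 largest falls past an adjusted p of 0.05 from limma. *Aff1* went from 47.6% ± 14.5 to 17.2% ± 2.97, *Tacr1*, the substance P receptor gene, from 55.2% ± 4.66 to 31.6% ± 7.70, *Dlgap3*, a postsynaptic scaffold gene, from 87.0% ± 8.41 to 61.7% ± 11.4, and *Zfhx3* from 61.1% ± 12.0 to 34.9% ± 6.83. *Samd4*, *Bach2os*, *Chpf* and *Mxra7* complete the list. The gains included *Draxin*, from 5.6% ± 1.38 to 45.9% ± 6.17 (adjusted p = 0.000857 from limma), and *Camta1*, from 15.8% ± 2.63 to 54.6% ± 7.92 (adjusted p = 0.0375), both within 5 Mb of *Mthfr*. *Catsperd*, encoding a subunit of the sperm calcium channel CatSper, went from 56.1% ± 13.3 to 77.2% ± 5.31, *Prkd1*, a protein kinase gene, from 68.3% ± 13.6 to 92.9% ± 4.40 and *Vmn1r65* from 43.3% ± 3.34 to 64.8% ± 10.8. Intergenic tiles made up 57.3% of the DMTs, 24.4% of all tested tiles (2.35-fold, 95% bootstrap interval 2.23 to 2.47) and 54.9% of tiles with at least 10% methylation in WT (1.04-fold, 0.995 to 1.09). In all, 2150 of 113091 tested tiles lost and 147 gained methylation, and 7.26% of the 29616 tiles with at least 10% methylation in WT were hypomethylated. Of 100 splits of these 10 males into groups of 6 and 4, 14 gave as many DMTs or more, the real one included (2297; the highest other was 3959). At the same thresholds limma called 1 tile lower and 7 higher (1008 and 62 at an unadjusted p under 0.05), and the overdispersion term left 0 lower and 1 higher (1093 and 63 at an unadjusted p under 0.05). Without the WT male 1337 the count was 4355 of 132057 tested tiles (3.30% against 2.03%).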

The genomic distribution of DMTs was similar to that found in the F1 and F2 father/son experiments (Fig. S2C). However, the magnitude of changes was significantly different compared with F1 (fathers) in all categories (10-15%, 15-20%, 20-25%, 25-30%, 30-40% and >40%) and F2 (sons) in all but the 20-25% category (Fig. S2D). 

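The falls in *Samd4*, an RNA-binding translational regulator (chromosome 14, 47016801 to 47016900), from 53.8% ± 11.0 (SD, n = 4) to 28.3% ± 8.09 (SD, n = 6), and in *Mxra7*, from 41.9% ± 5.75 to 18.0% ± 7.23, were among the 285 DMTs (12.4%) of more than 20 points in Mat. Def. F2 sperm. The median difference of the hypomethylated DMTs was −13.5 points. Changes of 10 to 15 points made up 62.8%, of 15 to 20 points 24.8%, of 20 to 25 points 8.92%, of 25 to 30 points 2.26%, of 30 to 40 points 0.914% and of over 40 points 0.305%. Changes of more than 20 points were more frequent in F1 (odds ratio 3.08, Fisher's exact test, two-sided, adjusted p = 1.4e-72) and in F2 of the father/son colony (odds ratio 1.47, adjusted p = 4.6e-07). Against F1, the class of 15 to 20 points did not pass the exact test (adjusted p = 0.137) and all others did. Against F2, the classes of 20 to 25 points (adjusted p = 0.127) and over 40 points (adjusted p = 0.0837) did not pass the exact test. These tests take tiles as their unit, and tiles of the same males are not independent.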

Genic DMTs were used to identify enriched biological processes. 

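In Mat. Def. F2 sperm no list passed an adjusted p of 0.05 by Fisher's exact test (two-sided). Neurotransmitter receptors came nearest, with a hypomethylated DMT in 9 of 33 genes against 10.9% of other genes (odds ratio 3.08, adjusted p = 0.118 by the exact test). The glutamate receptor gene *Grid2* was at 47.9% ± 13.6 (SD, n = 4) in WT and 40.2% ± 8.76 (SD, n = 6) in *Mthfr-/-* males, a difference in pooled reads of −16.9 points that was −10.05 without the WT male 1336, and *Htra4*, the protease on the list through its symbol, at 44.2% ± 9.21 and 29.1% ± 9.35. One-carbon metabolism had 4 of 12 genes with such a DMT (adjusted p = 0.261, Fisher's exact test), *Mthfd2l*, at 93.2% ± 8.07 and 76.7% ± 10.7, *Mthfr*, *Shmt2* and the folate carrier gene *Slc19a1*, at 72.5% ± 14.4 and 67.9% ± 4.80. *Shmt2* and *Slc19a1* lost the call when any of several males was left out, *Shmt2* with −8.31 points in pooled reads without the *Mthfr-/-* male 1127 and *Slc19a1* with −6.30 without the WT male 1413. Calcium channels had 5 of 19 genes (adjusted p = 0.261, Fisher's exact test), among them *Cacnb3*, at 76.9% ± 6.73 and 58.1% ± 4.76. Potassium channels had 3 of 37, among them *Kcnn3*, at 58.2% ± 3.81 and 40.2% ± 8.28. With the number of tested tiles per gene as a term, the odds ratio was 6.48 for one-carbon metabolism, 3.20 for neurotransmitter receptors and 0.274 for protocadherins and cadherins (3 of 41 genes), each at an adjusted p of 0.0425 from the likelihood-ratio chi-square test. With genes that share a tested tile counted as 1, none of these passed, at odds ratios of 4.04, 3.05 and 2.15 (adjusted p = 0.271, 0.125 and 0.603, Fisher's exact test). The other lists had 2 of 9 sodium channel, 10 of 119 solute carrier, 0 of 12 olfactory and 1 of 18 vomeronasal receptor, 1 of 15 imprinted, 0 of 6 DNA methylation, 0 of 4 piRNA pathway, 1 of 6 germline, 12 of 91 Zfp, 0 of 6 Hox and 0 of 10 ribosomal protein genes with a hypomethylated DMT. No taste receptor gene was measured, and the vomeronasal receptor gene *Vmn1r65* and the ribosomal protein gene *Rps15* had a hypermethylated DMT. Adjusted over the list alone, each of these counts was the same.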

Similar to the F1/F2 father/son experiment, ‘nervous system process’ and ‘system process’ were also in the top 3 enriched pathways (Fig. S2E). To understand better the extent to which maternal MTHFR deficiency contributes to sperm DNA methylation changes compared with the F1 and F2 generations, we intersected the DMTs in all three populations. This analysis revealed 892 common DMTs in all three populations (878 hypo- and 14 hypermethylated), constituting 25.1% of 3545 common DMTs between the F1 and F2 father/son generations (Fig. S2F). These data suggest that effects of MTHFR deficiency on sperm DNA methylation are most similar in the F2 sons and the Mat. 

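*Aff1* and *Chpf* had a hypomethylated DMT in all 3 groups, and *Draxin* and *Camta1*, near *Mthfr*, and *Itprip* on chromosome 19 a hypermethylated one. Common to the 3 comparisons were 737 hypomethylated DMTs, 23% of the 3210 shared by F1 and F2, and 13 hypermethylated DMTs, 48.1% of the 27 shared by F1 and F2. Of the common hypermethylated DMTs, 6 (46.2%) lay within 5 Mb of *Mthfr*. At the 2562 tiles hypomethylated in F1 and F2 and covered in every Mat. Def. male, the Mat. Def. F2 males were at 32.1% ± 4.70 (SD, n = 6) and their WT at 39.3% ± 5.70 (SD, n = 4) (exact two-sided permutation test, p = 0.0571). The difference of −7.17 points was −8.47 without the *Mthfr-/-* male 888 (p = 0.0317 by the same exact test), −8.11 without the *Mthfr-/-* male 1379 (p = 0.0476), −8.86 without the WT male 1337 (p = 0.0476) and −4.47 without the WT male 1336 (p = 0.143). No Mat. Def. male had a part in the choice of these tiles. Without the WT male 1336 the number of common DMTs was 422, against 750 with every male.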

Def. F2 males (in each case, mice resulting from two generations of MTHFR deficiency).

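Of the 2150 hypomethylated DMTs in Mat. Def. F2 sperm, 1214 (56.5%) were hypomethylated in F1 fathers and 816 (38.0%) in F2 sons, whose lists held 7862 and 3846 hypomethylated tiles. As a share of all tiles hypomethylated in either group of a pair, the overlap was 13.8% with F1 and 15.8% with F2. Independent lists drawn from all tiles tested in both comparisons would share 114 and 59.1 tiles. These numbers are too low, since tiles under 10% methylation in WT cannot lose 10 points but are counted. *Stag3*, the meiotic cohesin gene, had a hypomethylated DMT in each of the 3 groups, in Mat. Def. F2 males at 44.0% ± 7.50 (SD, n = 6) from 67.9% ± 8.91 (SD, n = 4) in their WT. *Bach2* and *Spata13*, with the largest falls in Mat. Def. F2 sperm, were not among the 10 largest falls of F1 or F2. Across tiles, which are not independent replicates, the correlation of the difference from WT was 0.540 between Mat. Def. F2 and F1 (89710 tiles) and 0.511 between Mat. Def. F2 and F2 (91139 tiles). The Mat. Def. comparison shares no males with the other comparisons, but of 100 assignments of the Mat. Def. genotypes, the real one included, 7 gave a correlation with F1 as high (highest other 0.624). The paper proposes that the effects are most alike in F2 sons and Mat. Def. F2 males, which both follow from a pair of generations without MTHFR.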

### MTHFR deficiency alters sperm DNA methylation at a regional level

Given the profound changes in DNA methylation observed above, we set out to examine the effect of MTHFR loss on larger-scale regional changes in DNA methylation, beyond those of 100 bp tiles. To achieve this, we merged neighboring differentially methylated CpGs (DMCs), located within 100 bp of each other, into regions. We focused our analysis on hypomethylated DMCs, as the majority of DMTs described above were hypomethylated (Fig. 2A,D). Using this approach, only 19.6% of all F1 hypomethylated DMCs were devoid of any neighboring DMCs and identified as single CpGs. The remainder of DMCs (24,559) were merged into 4803 differentially methylated regions (DMRs) (Fig. 3A, left). 

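The F1 DMRs took in a 644 bp region of *Setbp1* (chromosome 18, 78857563 to 78858206), which fell from 45.4% ± 10.1 (SD, n = 3) in WT to 20.8% ± 3.42 (SD, n = 4) in F1, and a 627 bp region of the ephrin receptor gene *Epha2* (chromosome 4, 141308585 to 141309211) with 50 DMCs, which fell from 34.4% ± 15.8 (SD, n = 3) in WT to 7.89% ± 0.615 (SD, n = 4). In all, 764204 CpG cytosines had 10 or more reads in every male of the comparison, and 24542 were hypomethylated and 355 hypermethylated DMCs by the test used for tiles. Of the hypomethylated DMCs, 4866 (19.8%) had no other within 100 bp, and the remaining 19676 merged into 3854 DMRs of 2 or more DMCs. The cytosines of both strands of a CpG were counted apart. limma called 303 DMCs, which merged into 41 DMRs, and the overdispersion term left 0 DMCs (28137 and 24999 cytosines at an unadjusted p under 0.05). Without the WT F2 male L14C the DMCs of both directions numbered 16567 and the DMRs 2516.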

For the F1 generation fathers, distribution of DMRs according to their size showed that most of the regions were in the 10-200 bp range. However, a number of larger regions were seen, with the largest being 664 bp in size (Fig. 3A, right). 

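The longest F1 DMR was intergenic, on chromosome 9, 3237430 to 3238093, 664 bp with 16 DMCs, and fell from 84.5% ± 4.88 (SD, n = 3) in WT to 58.8% ± 4.19 (SD, n = 4) in F1. Another intergenic DMR of 546 bp (chromosome 2, 6090190 to 6090735) fell from 75% ± 5.47 (SD, n = 3) in WT to 43.9% ± 4.65 (SD, n = 4), and one of 541 bp in *Klf3*, a Krüppel-like transcription factor gene (chromosome 5, 64821844 to 64822384), from 70.5% ± 6.85 (SD, n = 3) in WT to 43.2% ± 5.81 (SD, n = 4). The mean length was 103 bp and the median 92 bp, and 3559 DMRs (92.3%) were 200 bp or shorter. RRBS covers separate fragments, and a region ends where no DMC follows within 100 bp.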

Compared with the F1 fathers, the F2 generation MTHFR-deficient sons showed fewer DMCs (13,879), which is consistent with the lower number of DMTs detected in the F2 *Mthfr^−/−^* sons. Of these DMCs, 27.1% were found as single CpGs. The remaining CpGs could be assembled into 2142 regions, revealing that most of these regions are smaller than 200 bp in size (Fig. 3B, right), which is similar to the F1 *Mthfr*^−/−^ fathers. In addition, some larger regions were observed, the largest one 614 bp in size (Fig. 3B, right).

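The longest F2 DMR was intergenic on chromosome 7, 116791960 to 116792552, 593 bp long, and fell from 84.2% ± 4.43 (SD, n = 3) in WT to 51.7% ± 9.49 (SD, n = 4) in F2. The intergenic DMR of chromosome 2 seen in F1 appeared in F2 from 6090190 to 6090629, falling from 74.1% ± 5.72 (SD, n = 3) in WT to 41.8% ± 6.96 (SD, n = 4), and that of *Epha2* was 426 bp long, from 37.1% ± 14.9 (SD, n = 3) in WT to 10.9% ± 4.66 (SD, n = 4). *Bsn*, which encodes the presynaptic scaffold protein Bassoon, held a DMR of 419 bp (chromosome 9, 108107028 to 108107446), from 61.4% ± 9.47 (SD, n = 3) in WT to 44.8% ± 3.76 (SD, n = 4). Of 815730 cytosines tested, 9331 were hypomethylated and 460 hypermethylated DMCs, and 2475 hypomethylated DMCs (26.5%) were isolated. The rest formed 1461 DMRs with a mean length of 94.9 bp, of which 93.8% were 200 bp or shorter. limma called 67 DMCs (3 DMRs) and the overdispersion term 0 (11271 and 11248 cytosines at an unadjusted p under 0.05). Without the WT F2 male L14C the DMRs numbered 964.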

**Fig. 3.**
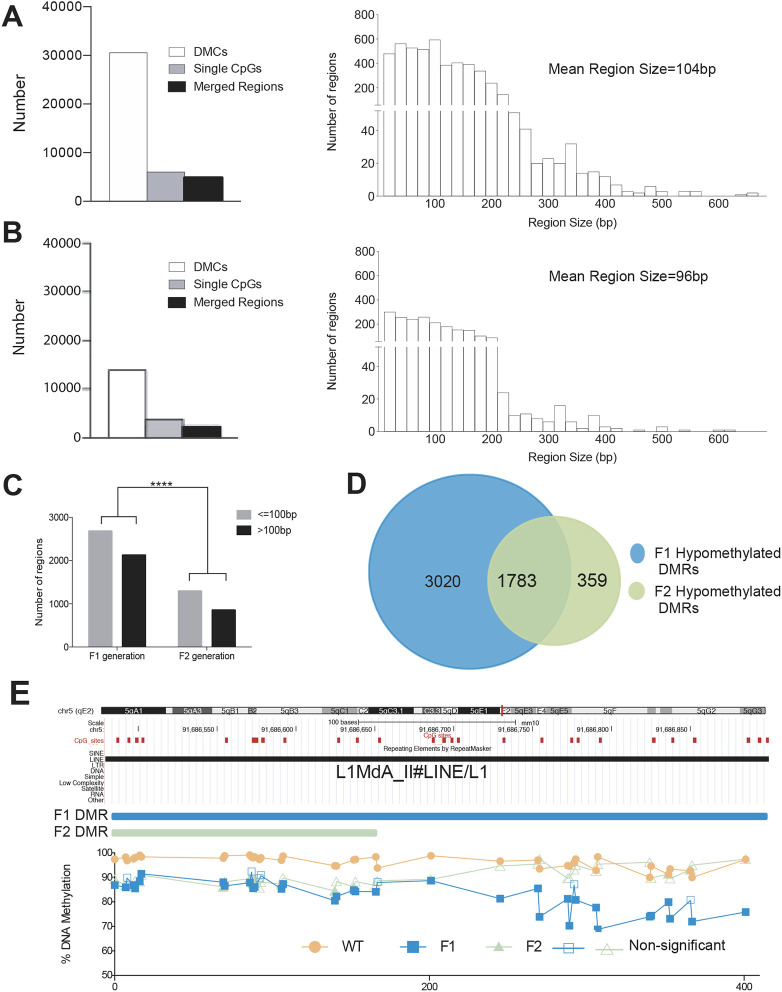
**MTHFR-associated sperm hypomethylation extends beyond isolated CpGs to encompass larger regions in F1 and F2 generation males.** (A,B) Comparison of sperm hypomethylated DMRs in MTHFR-deficient males of the F1 (A) and F2 (B) generations. Left: The number of all differentially methylated CpG sites (DMCs), single isolated CpGs (not merged into regions) and merged regions acquired by adjoining DMCs within 100 bp from each other. Right: The distribution of merged DMRs. (C) Comparison of sizes of hypomethylated merged regions (regions equal to or smaller than 100 bp and larger than 100 bp) between F1 and F2 generations. ****P<0.0001. (D) Euler diagram of the common sperm hypomethylated merged DMRs between the F1 and F2 generations. (E) A large sperm hypomethylated DMR in MTHFR-deficient males showing an example of an F2 region within an F1 region (a L1MdA repeat region) is shown on chromosome 5, with CpG sites in the region indicated as red boxes. In the graph, filled shapes indicate significant DMCs and unfilled shapes indicate non-significant DMCs.

Next, we assessed whether there is a difference in the distribution of DMRs that are ≤100 bp and >100 bp between F1 and F2 *Mthfr*^−/−^generations. The number of DMRs greater than 100 bp was significantly higher for F1 sperm compared with F2 sperm (Fig. 3C). 

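The region of *Epha2*, a receptor tyrosine kinase gene, measured 627 bp in F1 and was shorter in F2, and that of chromosome 2 measured 546 bp in F1 and 440 bp in F2. DMRs of more than 100 bp numbered 1701 of 3854 (44.1%) in F1 and 571 of 1461 (39.1%) in F2 (odds ratio 1.23, Fisher's exact test, two-sided, p = 0.000891). The test takes regions as its unit, and the same WT males stand behind both counts.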

Similar to the shared hypomethylated DMTs in the F1 and F2 *Mthfr*^−/−^ generations (83.8%, Fig. 2G), we found that 83.2% of F2 hypomethylated DMRs overlap with F1 generation DMRs (Fig. 3D). Of these shared DMRs, 38.5% showed a 100% overlap, 46.6% were F2 DMRs located within F1 DMRs, 9.6% represented F1 DMRs within F2 DMRs and 5.4% showed a partial overlap (Fig. S3A). 

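The DMRs of *Epha2* and of chromosome 2 both share their start between generations and end earlier in F2. Of the F2 DMRs, 1242 (85.0%) overlapped an F1 DMR by at least 1 bp. Among these, 474 (38.2%) had the same bounds, 606 (48.8%) lay within an F1 DMR, 100 (8.05%) contained one, and 62 (4.99%) overlapped in part. Over the cytosines tested in both generations the overlapping share was 87.2%, and simulated unchanged groups against the same WT libraries gave 25.2% (15.8 to 31.9, 20 simulations). The simulated groups had a median of 52 DMRs in F1 and 63 in F2, against 3842 and 1427 observed, so these shares are not like for like.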

An example of the most common type of overlap, an F2 DMR within an F1 DMR, is shown in Fig. 3E for a young retrotransposon belonging to the L1MdA_II family of long interspersed nuclear element-1s (LINE-1).

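The L1MdA_II element shown in Fig. 3E lies between genes on chromosome 5, where the F1 DMR ran from 91686487 to 91686888 (402 bp, 28 DMCs) and the F2 DMR from 91686494 to 91686653 (160 bp, 10 DMCs). Over the 36 CpG cytosines of the region drawn in Fig. 3E with 10 or more reads in every male of the father/son colony, methylation was 96.4% ± 0.789 (SD, n = 3) in WT, 84.2% ± 6.75 (SD, n = 4) in F1 and 89.2% ± 8.55 (SD, n = 4) in F2 *Mthfr-/-* males. All F1 males lay below all WT males (exact two-sided permutation test, p = 0.0571, the smallest possible), the F2 males overlapped with WT (p = 0.171), and F2 and F1 males differed by 4.96 points, within their spread (p = 0.429). By logistic regression 25 of the cytosines were hypomethylated DMCs in F1 and 8 in F2. At the 25 cytosines covered in every Mat. Def. male, the same region was at 85.1% ± 7.63 (SD, n = 4) in Mat. Def. WT and 75.4% ± 13.6 (SD, n = 6) in Mat. Def. F2 males (exact test, p = 0.229). The F2 male L16-E was at 77.0%, with the other F2 males at 91.0% to 96.9%. Reads from young LINE-1 copies are alike, and their placement by the aligner was taken as deposited.

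**Figure D4:**
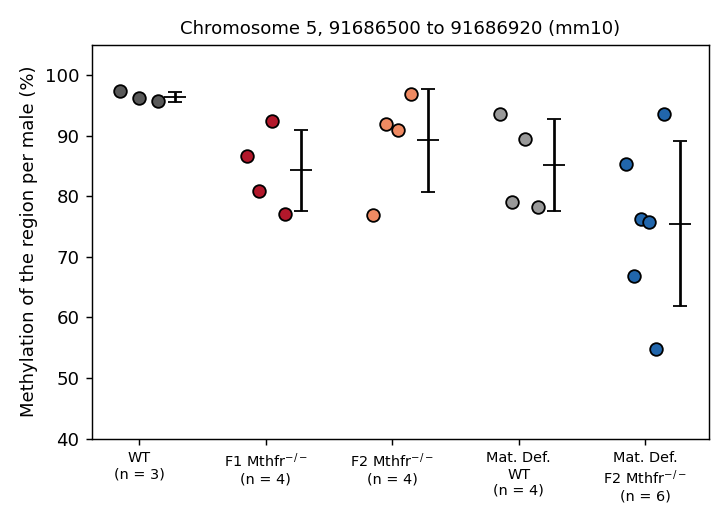
Methylation of the chromosome 5 region per male in percent (y axis, from 40), over 36 cytosines in the father/son colony and 25 in the Mat. Def. colony, with points for males and bars for means with SD. The WT males of the father/son colony sit between 95.8% and 97.3%, the Mat. Def. WT males between 78.3% and 93.6%, and the *Mthfr-/-* males spread from 54.9% to 96.9%.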

In addition to the F1 father and F2 sons, regions were merged for the Mat. Def. F2 MTHFR-deficient group, resulting in 919 DMRs averaging 86 bp in size (Fig. S3B). 

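The longest Mat. Def. F2 DMRs lay in genes: *Klf3* (chromosome 5, 64822085 to 64822415), which fell from 43.6% ± 9.62 (SD, n = 4) in WT to 22.2% ± 3.67 (SD, n = 6), and *Tmem267* (chromosome 13, 119488757 to 119489087), from 53.0% ± 9.48 (SD, n = 4) in WT to 39.1% ± 14.4 (SD, n = 6), each 331 bp long. *Mxra7* (317 bp, chromosome 11, 116811434 to 116811750) fell from 41.4% ± 9.58 (SD, n = 4) in WT to 17.2% ± 5.19 (SD, n = 6), *Zfp319* (300 bp) from 54.4% ± 4.61 (SD, n = 4) in WT to 32.8% ± 4.86 (SD, n = 6) and *Cux2*, a homeobox gene (278 bp), from 34.5% ± 9.05 (SD, n = 4) in WT to 12.8% ± 4.63 (SD, n = 6). Of 848740 cytosines tested, 3618 were hypomethylated and 468 hypermethylated DMCs, 1114 hypomethylated DMCs (30.8%) were isolated, and the rest formed 597 DMRs with a mean length of 84.2 bp. Of these DMRs, 370 (62.0%) overlapped an F1 DMR, 245 (41.0%) an F2 DMR, 383 (64.2%) either and 232 (38.9%) both. limma called 21 DMCs (1 DMR) and the overdispersion term 0 (7182 and 5741 cytosines at an unadjusted p under 0.05). Of 100 splits of the 10 males, 11 gave as many DMCs or more (highest other 9030). The DMCs of both directions numbered 2532 without the WT male 1336 and 6989 without the WT male 1337. The number of DMRs was 257 without the WT male 1336, 1038 without the WT male 1337 and 902 without the *Mthfr-/-* male 888.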

Out of the 919 hypomethylated DMRs, 360 (39%) overlapped with the DMRs observed in F1/F2 father/son sperm (Fig. S3C). These data suggest that maternal MTHFR loss in addition to paternal MTHFR loss does not lead to accumulative DNA methylation changes in the F2 sons.

Thus, although similar regions in the genome lose DNA methylation in sperm from F1 and F2 generation *Mthfr*^−/−^ male mice, the magnitude of DNA methylation loss is lower in the F2 sons compared with the F1 fathers. In addition, there are remarkable overlaps in regions affected in all three groups of males.

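Tiles chosen for a change in F1 would favour F1, so the generations were also compared at the 1736 tiles hypomethylated in the Mat. Def. comparison, which shares no males with them. At these tiles methylation was 81.6% ± 0.985 (SD, n = 3) in WT, 65.4% ± 2.71 (SD, n = 4) in F1 and 70.8% ± 2.35 (SD, n = 4) in F2 *Mthfr-/-* males. F2 lay 5.38 points above F1 (exact two-sided permutation test, p = 0.0571, where the smallest p for 4 males against 4 is 0.029), with the F2 male L16-E at 67.6% inside the F1 range of 61.9% to 68.4%. Both groups lay below every WT male, each at the smallest exact p that 4 males against 3 allow. At all tiles of intermediate methylation, the levels were 61.7% ± 1.94 (SD, n = 3) in WT, 51.5% ± 1.66 (SD, n = 4) in F1 and 55.9% ± 1.67 (SD, n = 4) in F2, and every F2 male lay above every F1 male (p = 0.029 by the same exact test). That order was narrow, with the lowest F2 male, L16-E, at 53.50% and the highest F1 male, 3-9-BF, at 53.48%. The difference of the group means was 4.36 points, and with any male left out the smallest exact p is 0.057. With the share of reads from tiles of at least 80% methylation as a term in a regression over all 21 males, it was 1.95 points (95% interval −0.15 to 4.06). Without that term it was 4.05 points with 20 reads per cytosine and 4.30 with the mean of the percentages of all cytosines in such tiles, each with an exact p of 0.057. From the overlap of regions and the smaller changes in F2, the paper concludes that F2 sons lose methylation at similar regions as F1 fathers but to a lower degree.

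**Figure D5:**
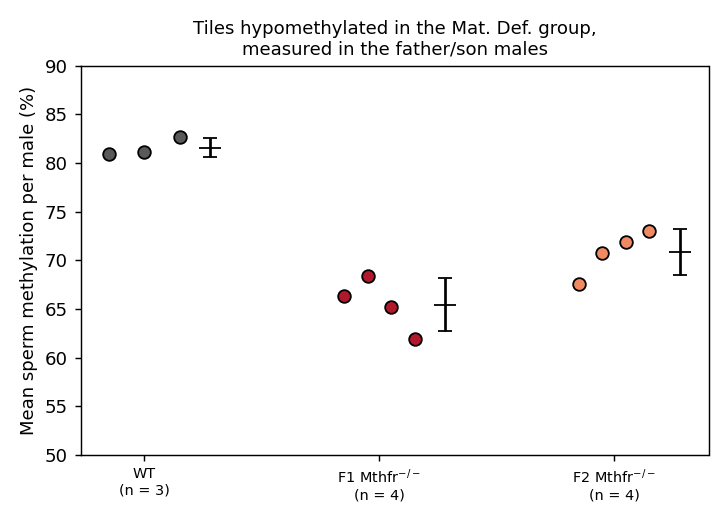
Mean methylation per male in percent (y axis, from 50) over the 1736 tiles hypomethylated in the Mat. Def. comparison, for the WT, F1 *Mthfr-/-* and F2 *Mthfr-/-* males of the father/son colony, with points for males and bars for means with SD. WT males lie between 80.9% and 82.7%, and F2 males between 67.6% and 73.1%.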

### MTHFR-sensitive DMR regions are predominantly located in intergenic, open sea regions, and are enriched in young retrotransposons

Extensive overlaps of MTHFR-sensitive sperm hypomethylated regions between the F1 and F2 generations and the Mat. Def. group (Fig. S3C) led us to examine the specific sequences in these regions more closely. The distribution of hypomethylated DMRs in all groups was largely enriched for intergenic regions compared with their respective all sequenced merged regions (Fig. 4A, Fig. S3D). 

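Of the F1 DMRs, 57.1% were centred between genes, against 33.6% of 53448 regions made by merging all tested cytosines in the same way. The shares were 55.9% against 34.3% in F2 and 53.3% against 32.0% in Mat. Def. F2 sperm. The intergenic DMRs of chromosomes 9, 2, 7 and 5 were among the longest of the father/son colony, while the 5 longest of Mat. Def. F2 sperm all lay in genes. These background regions were not limited to those methylated in WT, and an unmethylated region cannot lose methylation.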

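CpGs per 100 bp tile averaged 3.74 in F1 hypomethylated DMTs and 6.13 in all tested tiles, 3.89 and 5.90 in F2, and 4.01 and 6.60 in Mat. Def. F2 sperm. Tiles with at least 10% methylation in WT averaged 3.85, 3.77 and 3.89. CpG islands need the genome sequence and were not analysed here.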

In accordance with this enrichment in intergenic regions, DMRs occupied open sea regions with low CpG density, located >4 kb away from any CpG islands (Fig. 4B, Fig. S3E). Amongst the DMRs, we observed a very significant enrichment of LINE-1 and short interspersed nuclear elements (SINE) in the sperm from all groups of males with MTHFR deficiency compared with F1 all sequenced background regions (Fig. 4C; F2 and Mat. Def. all sequenced background regions are almost identical to F1 and are omitted from Fig. 4C,D for simplicity). We hypothesized that the observed reproductive deterioration in MTHFR-deficient animals across generations might be due to a stochastic loss of DNA methylation and transcriptional activation of young LINE-1 elements, subsequently causing germ cell death. Our DMRs were further examined for enrichment of the L1Md subfamily of LINE-1 elements, which contains most young families of retrotransposon-competent L1 elements (Fig. S5). DMRs in all three groups were significantly enriched in these young retrotransposons (Fig. 4D).

**Fig. 4.**
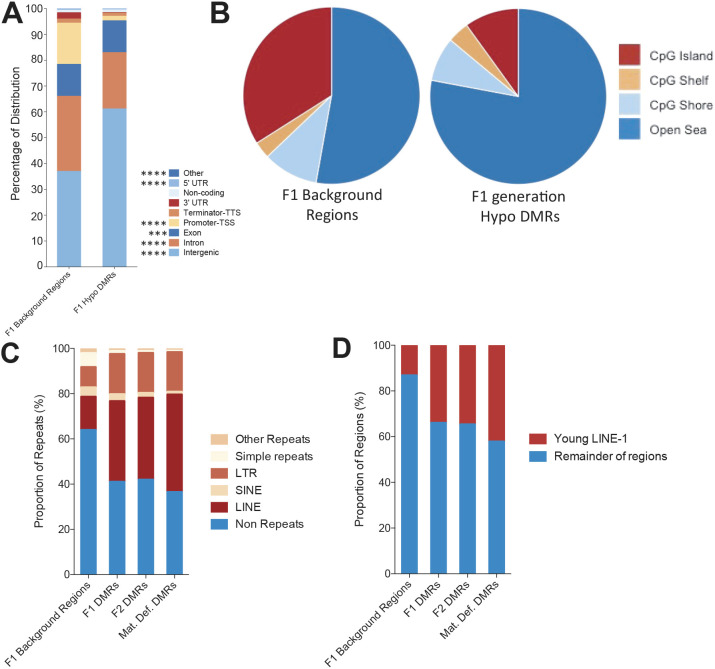
**MTHFR-sensitive sites are enriched for intergenic sequences and young retrotransposons.** (A) Distribution of F1 merged hypomethylated DMRs into genomic elements in comparison with all sequenced F1 regions. ***P<0.001; ****P<0.0001. (B) Location of F1 merged hypomethylated DMRs with respect to CpG islands/shores/shelves and open sea regions in comparison with all sequenced F1 regions. (C) The proportion of overlaps between merged hypomethylated DMRs with regions identified as repeats using the RepeatMasker program (LINE, long interspersed nuclear element; LTR, long terminal repeat; SINE, short interspersed nuclear element). (D) The proportion of overlaps between merged hypomethylated DMRs with young LINEs (L1Md family of retrotransposons, Fig. S5) compared with the remainder of the regions.

### MTHFR-sensitive DMRs coincide with genomic regions subject to late DNA methylation in prospermatogonia and marked by H3K4me3

During DNA methylation acquisition in male germ cells, a subset of genomic sequences is methylated early, whereas others are methylated later in development. Our previous study indicated that methylation of the paternally methylated imprinting control regions (ICRs) of the imprinted genes *H19* and *Dlk1-Gtl2* (*Meg3*), sequences known to acquire methylation early during the wave of DNA methylation in male germ cells, are not affected by MTHFR deficiency (Chan et al., 2010). We postulated that sequences that are hypomethylated in MTHFR-deficient germ cells might be subject to different methylation dynamics than that of imprinted ICRs. We used publicly available whole-genome bisulfite sequencing (WGBS) data on isolated germ cells from different developmental time points [E13.5, E16.5, postnatal day (P) 0 and sperm] to determine the normal timing of methylation of the MTHFR-sensitive sequences (Kobayashi et al., 2013; Kubo et al., 2015; Shirane et al., 2020). Substantial increases in DNA methylation occurred across the genome between E13.5 and E16.5, with nearly complete acquisition by P0 (Fig. 5A,B). In contrast, sequences subject to hypomethylation in the F1 MTHFR-deficient males (*n*=4803) showed a dramatic gain in methylation only after E16.5, with further increases continuing in germ cells developing from P0 spermatogonia through to mature sperm (Fig. 5A,B). This pattern of late methylation was also found for sequences hypomethylated in F2 generation MTHFR-deficient sperm (*n*=2142) as well as sequences commonly affected in both the F1 and F2 generations (Fig. S4A-C).

**Fig. 5.**
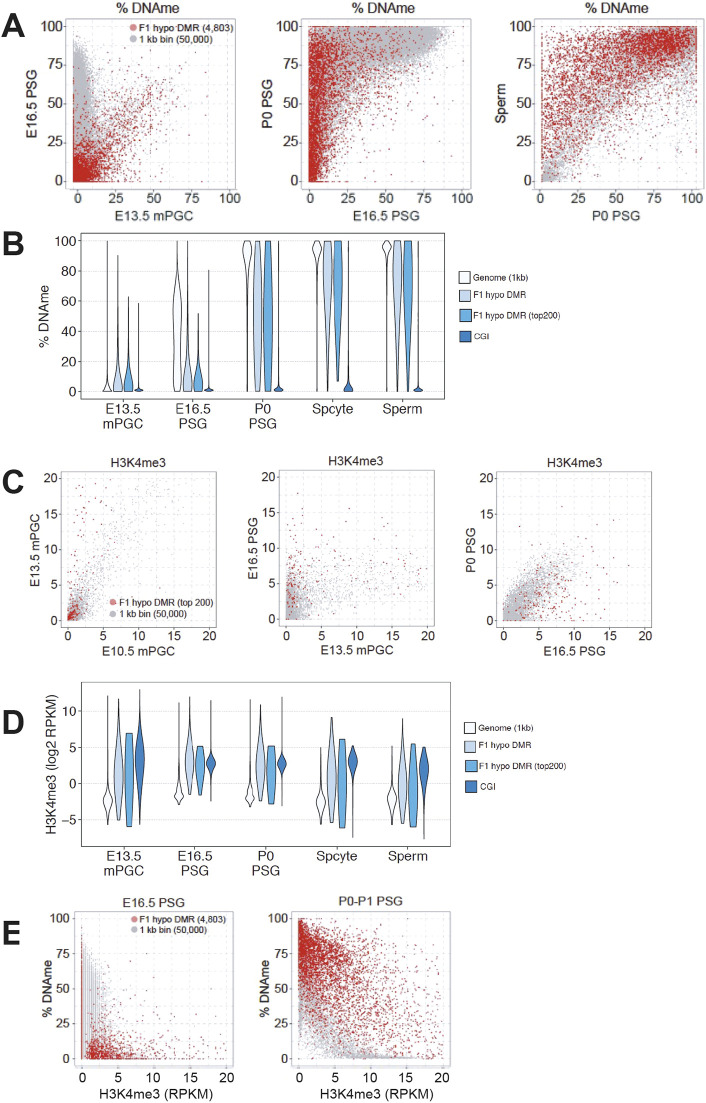
**MTHFR-sensitive sites are subject to late *de novo* methylation and marked by H3K4me3.** (A) Scatterplots showing percentage DNA methylation (DNAme) in 4803 F1 hypomethylated DMRs (red dots) compared with whole-genome 1 kb bins (gray dots) in E13.5 male PGCs versus E16.5 PSG (left), E16.5 PSGs versus P0 PSG (middle) and P0 PSG versus sperm (right). For genome 1 kb bins, 50,000 randomly selected data points are plotted. (B) Violin plots showing the distribution of the percentage DNAme levels of whole-genome 1 kb bins, F1 hypo DMRs, top 200 F1 hypo DMRs (by size) and CpG islands (CGIs) during spermatogenesis, including spermatocytes (Spcyte). (C) Scatterplots of H3K4me3 levels in the top 200 F1 hypomethylated DMRs (red dots) compared with whole-genome 1 kb bins (gray dots) in E10.5 versus E13.5 PGCs (left), E13.5 PGCs versus E16.5 PSGs (middle) and E16.5 versus P0 PSGs (right). (D) Violin plots showing the distribution of H3K4me levels for whole-genome 1 kb bins, F1 hypo DMRs, the top 200 F1 hypo DMRs (by size) and CGIs during spermatogenesis, including spermatocytes and sperm. (E) Scatterplots showing the percentage of DNAme versus H3K4me3 levels at F1 hypomethylated DMRs (red dots) compared with whole-genome 1 kb bins (gray dots) for E16.5 PSG (left) and P0-P1 PSG (right). RPKM, reads per kilobase million.

Next, we investigated whether specific histone modifications might be enriched at the MTHFR-sensitive sites showing such late DNA methylation. As H3K4me3 is known to block DNA methylation due to its binding preference of the ADD domain of DNMT3L towards unmethylated H3K4 (Zhang et al., 2010), the presence of this histone mark is a plausible candidate for explaining the delayed acquisition of DNA methylation marks at MTHFR-sensitive sequences. We used published chromatin immunoprecipitation (ChIP) sequencing data on isolated E10.5, E13.5 and E16.5 male germ cells to compare H3K4me3 enrichment at a genome-wide level versus that for sequences affected by MTHFR deficiency (Kawabata et al., 2019; Shirane et al., 2020). Compared with the whole genome, where H3K4me3 was relatively stable, MTHFR-sensitive sequences showed increased levels of H3K4me3 in 1-kb bins from E13.5 to E16.5 (Fig. 5C,D). CpG-islands (CGI), which normally remain unmethylated throughout spermatogenesis, were also enriched in H3K4me3. Comparing DNA methylation levels with H3K4me3 marks at E16.5 and P0 clearly showed that higher levels of retention of H3K4me3 coincide with sites of late DNA methylation for MTHFR-sensitive genomic regions (Fig. 5E, Fig. S6A-C). Together, these results suggest that H3K4me3 methylation may protect MTHFR-sensitive sites from acquiring DNA methylation by E16.5.

### MTHFR-sensitive sites are preferential targets of the DNMT3C-dependent *de novo* DNA methylation pathway

The absence of MTHFR in mitotically arrested prospermatogonia in *Mthfr^−/−^* males could potentially limit the availability of methyl donors for histone or DNA methylation reactions, in turn leading to DNA hypomethylation. In a recent study, we proposed that there are two DNMT3L-dependent pathways underlying *de novo* methylation in male germ cells, one that is guided by H3K36me2/3 and a second that is limited to evolutionarily young transposable elements (TEs), guided by piRNAs and requiring DNMT3C (Shirane et al., 2020). This study showed that whereas SETD2, the enzyme that deposits H3K36me3, is dispensable for *de novo* methylation in prospermatogonia, the related H3K36 dimethyltransferase NSD1, which deposits H3K36me2, plays an essential role in the acquisition of DNA methylation in prenatal male germ cells. However, *de novo* methylation of young TEs marked with H3K4me3 in E16.5 prospermatogonia is relatively unaffected in *Nsd1* knockout (KO) mice, likely explained by the fact that young TEs are targeted for DNA methylation by DNMT3C (Barau et al., 2016).

Published WGBS data from germ cells of males with NSD1, DNMT3L or DNMT3C deficiency were examined to identify the enzymes involved in *de novo* methylation at MTHFR-sensitive sites (Fig. 6A). Although DNA methylation at 50,000 randomly selected 1 kb regions was broadly reduced in *Nsd1* KO compared with *Nsd1* heterozygous prospermatogonia, there was little effect of the *Nsd1* KO on the 4803 MTHFR-sensitive F1 sites (Fig. 6A, left). These results indicate that NSD1-mediated H3K36me2 is not the major driver of the *de novo* methylation at MTHFR-sensitive sites. In contrast, a similar analysis of germ cells from *Dnmt3l* KO mice (Fig. 6A, middle) revealed decreased DNA methylation at both randomly selected 1 kb regions as well as the vast majority of MTHFR-sensitive sites, consistent with a previous report showing that *de novo* DNA methylation in the male germline is broadly dependent on DNMT3L (Barau et al., 2016). Analysis of germ cells from *Dnmt3c* KO mice, by contrast, revealed minimal impact on DNA methylation levels across the genome, but a clear decrease in DNA methylation at a subset of MTHFR-sensitive sites (Fig. 6A, right). Similar results were obtained for the top 200 F1 MTHFR-sensitive sites, the F2 MTHFR hypomethylated sites and the F1-F2 common sites (Fig. S7A-C). Together, these results indicate that DNA methylation at MTHFR-sensitive sites depends upon DNMT3L, whereas DNMT3C is required for DNA methylation of only a subset of these sites.

**Fig. 6.**
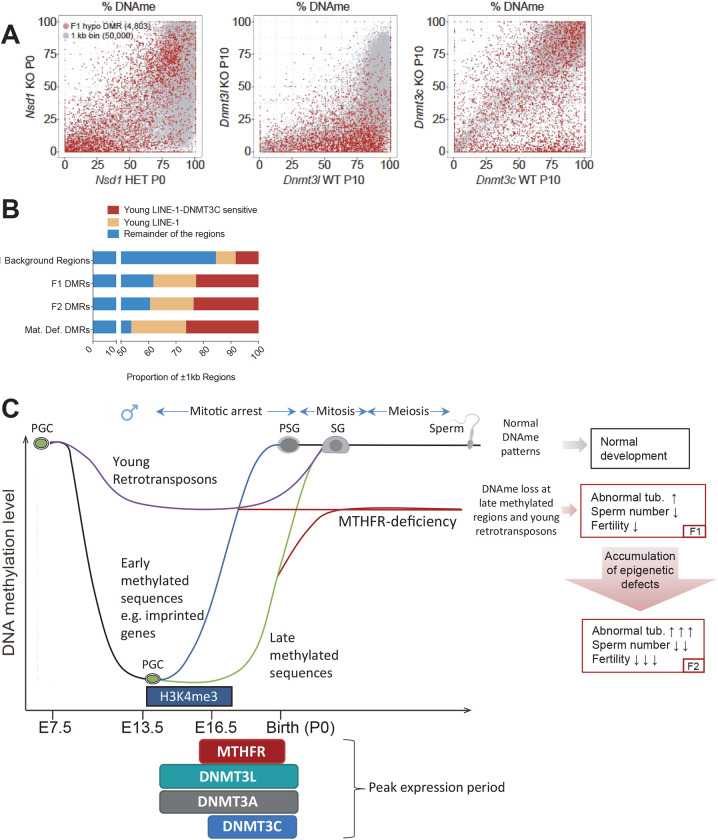
**MTHFR-sensitive sites are targets for DNMT3l and DNMT3C.** (A) Scatterplots showing the percentage DNA methylation in 4803 F1 hypomethylated DMRs (red dots) compared with 50,000 whole-genome 1 kb bins (gray) in *Nsd1* heterozygotes (HET) versus knockout (KO) P0 PSG (left) (Shirane et al., 2020), *Dnmt3l* wild-type (WT) versus KO P10 spermatogonia (middle) and *Dnmt3c* WT versus KO P10 spermatogonia (right) (Barau et al., 2016). (B) The proportion of DMRs (±1 kb) overlapping with DNMT3C-sensitive regions that showed more than 5-fold increased expression in *Dnmt3c* KO compared with *Dnmt3c*^+/−^ (DNMT3C sensitive) (Barau et al., 2016) in P20 testes, within young LINEs compared with the remainder of the regions. (C) Proposed model showing the effect of MTHFR deficiency in male germ cells during development. *De novo* DNA methylation patterns are established normally in male germ cells when MTHFR is expressed at normal high levels in prospermatogonia (blue line). MTHFR is normally expressed at high levels during the phase of late *de novo* DNA methylation and thus deficiency of MTHFR is predicted to limit methyl donor levels and preferentially impact H3K4me3-marked sequences that would normally be methylated by DNMT3L and DNMT3C after E16.5 days. The worsening of reproductive parameters in MTHFR-deficient sons versus their fathers suggests that epigenetic defects can accumulate across generations. The preferential loss of DNA methylation at young retrotransposons, sequences that are normally kept highly methylated through both PGC and pre-implantation reprogramming phases, could contribute to this effect. Loss of DNA methylation at these specific regions could potentially result in an increased expression of young retrotransposons and lead to germ cell death and subfertility. tub., tubules.

Given that young TEs are specifically targeted for DNA methylation by DNMT3C (Barau et al., 2016), we next mined RNA-seq data from *Dnmt3c* KO and WT spermatogonia to determine which TEs were at least 5-fold upregulated upon DNMT3C loss. As our DMRs were highly enriched in LINE-1 elements, we focused on them. We identified eight subfamilies (L1MdA_I, L1MdTf_I, L1MdTf_II, L1MdA_II, L1MdGf_I, L1MdTf_III, L1MdGf_II and L1MdA_III) as DNMT3C-sensitive LINE-1 elements (Fig. S5) (Barau et al., 2016). MTHFR-sensitive DMR regions (within ±1 kb of DMR) were used to identify overlaps with the DNMT3C-sensitive LINE-1 elements. We found that for all three MTHFR-deficient groups, there was enrichment for young LINE-1 elements, in particular those that were sensitive to *Dnmt3c* deletion (Fig. 6B). These results indicate that MTHFR-sensitive sites are highly enriched in young LINE-1 elements, potentially regulated by the DNMT3C/piRNA pathway, which acts relatively late in embryonic male germ cell development.

## DISCUSSION

In this study, genome-wide DNA methylation analysis reveals DNA hypomethylation of sperm DNA in both F1 and F2 MTHFR-deficient mice. Importantly, we observed an extensive overlap between hypomethylated DMRs in the two generations. These hypomethylated DMRs correspond to genomic regions that, during DNA methylation reprogramming in the male germline, acquire *de novo* DNA methylation at a later time point compared with the rest of the genome. Of note, the *de novo* DNA methylation of these regions coincides with the expression of MTHFR in prenatal male germ cells. Most strikingly, MTHFR-sensitive regions were mainly found on or in close proximity to evolutionarily young retrotransposons in the genome, elements that are known to escape reprogramming in germ cells and pre-implantation embryos. Based on the identity of DNA hypomethylated sites, we propose a model that may help explain why testicular defects in F1 MTHFR-deficient mice are amplified in F2 sons.

In line with our previous study, MTHFR deficiency results in testicular abnormalities in the first generation (Chan et al., 2010). We initially hypothesized that any epigenetic defects found in the sperm of MTHFR-deficient F1 males would be erased as a result of the epigenetic reprogramming that occurs during pre-implantation development, resulting in F2 sons with a testicular phenotype similar to their fathers. However, unexpectedly, the reproductive deterioration in the F2 sons instead suggests that epimutations from the fathers are resistant to epigenetic reprogramming.

MTHFR is first expressed in prospermatogonia at E15.0 (Garner et al., 2013), coinciding with germ-cell specific *de novo* DNA methylation. In our previous study, we showed not only reproductive defects in MTHFR-deficient C57BL/6 male mice but also evidence of altered sperm DNA methylation using a low-resolution DNA methylation analysis technique (Chan et al., 2010). Hence, here we focused on DNA methylation as a possible transmission mechanism of epigenetic defects from F1 fathers to their sons. We used a higher resolution, genome-wide DNA methylation analysis technique to evaluate better the extent of MTHFR deficiency on sperm DNA methylation.

In keeping with a role for MTHFR in providing methyl groups for *de novo* DNA methylation in male germ cells, we found a predominance of DNA hypomethylation in the sperm of MTHFR-deficient males. The effect was consistent across the three MTHFR-deficient cohorts we examined: F1 fathers, F2 sons and the males from the Mat-Deficiency study. Remarkably, >80% of the sites affected in the sperm of the F2 sons overlapped with those affected in their fathers. In addition, similar biological pathways were affected. Together, the results suggest that there may be CpG sites that are consistently susceptible to germline MTHFR deficiency. Of note, and further supporting the link between MTHFR-deficiency and germ cell hypomethylation, there was little sperm hypermethylation associated with MTHFR deficiency along with little overlap in hypermethylated sites in sperm amongst the cohorts.

If epimutations accumulate across generations, we would have expected a higher number of hypomethylated sites and/or a more pronounced degree of hypomethylation in F2 versus F1 sperm. However, we observed fewer, lower magnitude, sperm DNA methylation changes in F2 generation MTHFR-deficient males compared with F1 generation MTHFR-deficient males. Thus, DNA methylation defects detected in sperm cannot explain the reproductive deterioration in the F2 generation. An alternative possibility is that more immature F2 male germ cells with the most abnormal DNA methylation pattern are lost early in germ cell development, an explanation consistent with the lower sperm count and increased abnormal testicular morphology in F2 sons compared with their F1 fathers.

We used published high-resolution sequencing data sets acquired from pure germ cell populations at different time points to uncover how and when CpG sites/regions affected in MTHFR-deficient sperm normally acquire DNA methylation during germ cell development. Interestingly, although most *de novo* DNA methylation patterns are established in male germ cells between E13.5 to E16.5, the regions that are sensitive to MTHFR loss in sperm colocalized with regions that usually acquire methylation at later stages of embryonic development (i.e. between E16.5 and P0). This observation is in keeping with our earlier study, in which we observed little effect of MTHFR deficiency on sites such as paternally methylated imprinted gene ICRs that are known to be methylated early (Chan et al., 2010). Consistent with their late-methylation status, at E16.5, MTHFR-sensitive sites were enriched for the histone modification H3K4me3, which inhibits DNMT3A/3L directed *de novo* DNA methylation (Ooi et al., 2007). High levels of H3K4me3 in the MTHFR-sensitive regions between E10.5 and E16.5 (Fig. 5C,D) also support the idea that these regions might be intrinsically refractory to early *de novo* DNA methylation in male germ cells. Further interrogation of H3K4me3 levels and DNA methylation in developing prenatal MTHFR-deficient germ cells is required to confirm this proposed sequence of events. Together, these results indicate that sequences subject to late methylation are selectively affected in MTHFR-deficient germ cells, with their enrichment for H3K4me3 suggesting a potential mechanism.

Our previous studies of the effects of F1 MTHFR deficiency on the development of embryonic and postnatal male germ cells support our findings here of a key defect in late embryonic DNA methylation events. F1 *Mthfr^−/−^* males on a BALB/c background have severely affected testes with a high percentage of abnormal seminiferous tubules and infertility as adults (Kelly et al., 2005). In these mice, although germ cell numbers are normal at E18.5 and P2, germ cell numbers start to decrease at P4 (by 15%) and are 70% lower by P6; there is a concomitant decrease in proliferation of germ cells at P4 and an increase in apoptosis at P6 (Kelly et al., 2003; Chan et al., 2010). Interestingly, administration of the dietary methyl donor betaine, which acts independently of the MTHFR pathway, has been shown to result in lower levels of apoptosis at P6, and improved testicular histology and fertility in *Mthfr^−/−^* males (Kelly et al., 2003). C57BL/6 strain *Mthfr^−/−^* mice show less-severe abnormalities in spermatogenesis than those seen in BALB/c mice and have normal germ cell numbers and germ cell proliferation perinatally (Chan et al., 2010). For both strains, detailed studies of adult spermatogenesis reveal heterogeneity among *Mthfr^−/−^* mice in testicular abnormalities; even within an individual testis, a variety of seminiferous tubule phenotypes are noted, from tubules with normal spermatogenesis to ones containing only Sertoli cells. Evidence of seminiferous tubule heterogeneity amongst adult *Mthfr^−/−^* males was also noted in the current study for both the F1 and F2 mice. Supported by our exogenous betaine administration experiments, it is possible that alternative sources of endogenous methyl donors may, in part, compensate for the MTHFR deficiency. Thus, the developmental studies indicate that the earliest evidence of phenotypic effects of MTHFR deficiency occur at the time prospermatogonia start to divide in the postnatal testis, between P2 and P3. The timing of appearance of the phenotype is similar to but less severe than that seen for mice with mutations in the germ-cell specific DNA methyltransferases 3C and 3L (Bourc'his et al., 2001; Barau et al., 2016).

What then are the characteristics of the late-methylated MTHFR-sensitive sites? More careful examination of the regions affected by MTHFR deficiency identified enrichment for young retrotransposons. TEs, which make up almost 40% of the mammalian genome, are important players in genome evolution (Goodier and Kazazian, 2008). Most TEs are not capable of retrotransposition, owing to the accumulation of mutations over time (Sookdeo et al., 2013). LINE-1 retrotransposons occupy almost 20% of the genome in human (Lander et al., 2001) and mouse (Waterston et al., 2002), and some younger families in both species still possess the ability to retrotranspose, causing germline and somatic mutations (Gagnier et al., 2019; Schauer et al., 2018). Germ cells use many strategies to suppress retrotransposon activity to maintain genome integrity, including DNA methylation, histone modifications and piwi-interacting RNA (piRNA)-mediated silencing (Kuramochi-Miyagawa et al., 2004). Intriguingly, MTHFR-sensitive regions were enriched in TEs (∼60%), with LTR (long terminal repeat) and LINE-1 family members showing the highest proportions. Most of the MTHFR-sensitive regions were found within or close to relatively young LINE-1 retrotransposons, specifically within the L1Md subfamily. Decreased DNA methylation in MTHFR-deficient germ cells could lead to abnormal expression of these young LINE-1 retrotransposons, which, in turn, could result in DNA damage, meiotic arrest and sterility (Soper et al., 2008; Yang and Wang, 2016; Zamudio and Bourc'His, 2010). Additional studies are needed to examine the expression levels of these young retrotransposons in MTHFR-deficient embryonic germ cells and test the correlation between loss of DNA methylation and expression from these MTHFR-sensitive regions.

The establishment of DNA methylation patterns during germ cell development is dependent on several factors. In a recent study, we demonstrated that NSD1, a histone lysine methyltransferase, deposits H3K36me2 marks in developing male germ cells to establish *de novo* DNA methylation patterns (Shirane et al., 2020). The *Nsd1* KO animals from this study show total lack of spermatogonia and display a more severe phenotype than DNMT3L-deficient males (Bourc'his et al., 2001; Shirane et al., 2020). Although DNA methylation at older LTRs and LINE-1 elements in the male germline is dependent on NSD1-mediated H3K36me2 deposition, a recently discovered member of the mouse DNMT family, DNMT3C, is required for DNA methylation silencing of active retrotransposons in the male germline, especially young LINE-1 elements and specific endogenous retrovirus group K members (ERVKs) in the male germline (Barau et al., 2016). It is therefore likely that one of these *de novo* DNA methylation pathways may be important for the acquisition of DNA methylation in the MTHFR-sensitive regions. By examining male germ cell DNA methylation patterns of these different KO mouse models, we revealed that the establishment of DNA methylation patterns at MTHFR-sensitive regions was largely dependent on DNMT3C, which is targeted specifically to young TEs, and on DNMT3L, which broadly influences deposition of this epigenetic mark. Using RNA-seq data from *Dnmt3c* KO P20 testis compared with WT (Barau et al., 2016), we identified that reactivated LINE-1 elements, which are normally methylated by DNMT3C, overlapped with >20% of all MTHFR-sensitive regions (±1 kb) and 46-60% of all young LINE-1 elements (Fig. 6B). Considering that DNMT3C only acts on a very specific subset of sites in the genome, it is interesting that MTHFR-sensitive regions seem to be particularly enriched in these DNMT3C-targeted sites. DNMT3C is also expressed at the highest levels in the late stages of embryonic germ cell development (peak expression at E16.5-E18.5), coinciding with the peak expression of MTHFR. In E16.5-E18.5 MTHFR-deficient germ cells, SAM levels, and thus availability of methyl groups for DNA methylation, may become limiting, providing a plausible explanation as to why DNMT3C- and DNMT3L-dependent late-methylated regions might be sensitive to MTHFR deficiency.

In addition to providing a potential explanation for the abnormal testis histology, hypomethylation of retrotransposons could also explain deterioration in reproductive parameters across generations (Fig. 6C). We propose that hypomethylation of young retroelements in the sperm of MTHFR-deficient F1 males may persist during the DNA re-methylation phase in peri-implantation stage F2 males, and that such hypomethylated retrotransposons will also be present in the developing germ cells of the F2. Abnormal hypomethylation of young retrotransposons in the early germline of the F2 MTHFR-deficient males provides a plausible mechanism for the increasingly abnormal testicular phenotypes across generations. Together, the worsening of reproductive parameters in MTHFR-deficient sons versus their fathers and the profound hypomethylation of sperm DNA, particularly at evolutionarily young retrotransposons, suggest that epigenetic defects may accumulate across generations, findings consistent with the intergenerational inheritance of epimutations. An important limitation of our study is that we did not confirm a causal link between hypomethylation of young retrotransposons and the reproductive phenotype observed. Owing to the potential complexity of the mechanism involved, follow-up studies will require two-generation breeding (F1, F2) of *Mthfr^−/−^* males with GFP-marked germ cells, fluorescence-activated cell sorting of embryonic germ cells before (PGCs) and after (prospermatogonia) expression of MTHFR as well as post-replication (spermatogonia) in the postnatal testis, along with DNA methylome, transcriptome and histone methylome studies on multiple germ cell types to determine the sequence of events.

## MATERIALS AND METHODS

### Animals

All animal work was handled in accordance with the Canadian Council on Animal Care guidelines. Approvals were received from the Facility Animal Care Committee (FACC) at the Research Institute of the McGill University Health Centre in Montreal for the F1 and F2 generations and the Animal Care Committee of the University of Ottawa Faculty of Medicine for the maternal-deficient cohort. *Mthfr^+/+^*, *Mthfr^+/−^* and *Mthfr^−/−^* C57BL/6 mice (backcrossed to Charles River C57BL/6 background for at least ten generations) were kept in temperature-controlled (18-24°C), pathogen-free rooms with 12 h light 12 h dark cycle and had free access to water and Teklad Global 18% or 19% Protein Rodent Diet (Envigo), which contains 4 mg/kg folate and 1200 mg/kg choline supplementation. *Mthfr^+/−^* female mice used to produce the F2 generation of *Mthfr^−/−^* males were derived from heterozygous breedings. Both *Mthfr^+/−^* and *Mthfr^−/−^* females produced litters. The *Mthfr* genotypes were determined by a previously described PCR-based method (Chen et al., 2001). Mice were sacrificed, their reproductive organs removed and weighed, and mature sperm from paired cauda-epididymides were collected. All tissue and sperm samples were stored at −80°C until further use.

### Hemacytometric sperm counts

A weighed part of the frozen testis was homogenized (Polytron, Brinkmann Instruments) for 2×15 s inside a 5 ml homogenizing solution (0.9% NaCl, 0.1% thimerosal and 0.5% Tween-20) and spermatozoal heads, which are resistant to homogenization, were counted as described by Kelly et al. (2003)*.*

### Testicular histology analysis

Freshly collected and cleaned testes were fixed with Bouin's Fixative solution (BDH) overnight, followed by immersion in 70% ethyl alcohol. Fixed testes were cut in half and embedded in paraffin, cut into 5-µm-thick serial sections and every sixth section was stained with Hematoxylin and Eosin (H&E). Four to eight sections (each section with at least 100 tubules) from each animal were examined under a Zeiss Axiophot compound microscope and imaged using a AxioCamMRc camera with Axiovision v4.7.1.0 software (Carl Zeiss). Normal tubules were identified as having all germ cell types in the majority of the seminiferous epithelium but could contain some mild alterations (e.g. small and few vacuoles). Abnormal tubules were identified as possessing at least one of the following criteria: (1) asymmetric distribution of germs cells within the tubule, germ cells present in a part of the tubule cross-section but not on the other part; (2) tubule with early germ cells but missing spermatids; (3) tubule with spermatozoa and spermatids but no apparent early germ cells; (4) Sertoli-cell only phenotype: tubule has only Sertoli cells, no noticeable germ cells within the tubule. The number of abnormal tubules in 100 seminiferous tubules examined for each mouse was used to calculate the proportion of abnormal tubules.

### DNA isolation from sperm

Sperm was pretreated overnight at 37°C with a lysis buffer containing EDTA, Tris, sarkosyl, dithiothreitol and proteinase K. The lysate was used for DNA isolation with DNeasy Blood & Tissue Kit (QIAGEN) according to the manufacturer's protocol.

### Reduced representation bisulfite sequencing (RRBS)

RRBS libraries were prepared following previously published protocols using the gel-free technique (Boyle et al., 2012; Gu et al., 2011; Mcgraw et al., 2015) with minor modifications (Rahimi et al., 2019). Briefly, 700 ng of sperm DNA from each sample was digested with MspI (New England Biolabs, NEB) overnight. MspI-digested DNA samples were end-repaired and A-tailed using Klenow fragment (NEB). Agencourt AMPure XP magnetic beads (Beckman Coulter) were used to clean up the DNA and cleaned DNA was used for Methylated Adaptors (NEB) ligation. Following ligation, two rounds of bisulfite conversion were performed on the DNA samples using the EpiTect Bisulfite kit (QIAGEN) following the manufacturer's instructions. qPCR was performed with the addition of 1 µl of SYBR Green Nucleic Acid Stain 5X (Invitrogen) to the regular PCR reaction using the Lightcycler 96 System (Roche) in order to determine the optimal cycle for large-scale qPCR. Large-scale qPCR was performed with previously determined cycle numbers and followed by additional rounds of bead clean-up.

Prepared RRBS libraries were sent to the McGill University and Genome Quebec Innovation Centre (Montreal, QC, Canada). Twelve samples were multiplexed and were sequenced in one lane with paired end sequencing on a Hi-Seq 2000 sequencer (Illumina). Raw data were processed and aligned using bsmap (version 2.74) (Xi and Li, 2009). Differential methylation was determined using MethylKit software (version 1.1) (Akalin et al., 2012). MethylKit software uses the Benjamini–Hochberg false discovery (FDR)-based method for *P*-value correction (q=0.01). One hundred bp stepwise tiling-windows were used for the analysis, each window containing a minimum of two CpGs with 10× coverage (or sequencing depth) and 10% or more difference between groups. Tiles fitting the above-mentioned criteria were considered as DMTs and were annotated with HOMER software (version 4.9.1) (Heinz et al., 2010). Through MethylKit, DMCs were identified as CpGs having 10× coverage in both groups with a difference of at least 10%. Significant DMCs within close proximity (100 bp) were merged using the merge function of bedtools (version 2.29.0) to determine DMRs. Similarly, the intersection of DMTs and overlapping DMRs was determined using the intersectBed function. GO enrichment analysis using genic DMTs was performed against the all sequenced genic tiles list (as background) using a web-based functional enrichment analysis tool, WebGestalt (WEB-based GEne SeT AnaLysis Toolkit) (Liao et al., 2019).

### Statistical analyses

GraphPad Prism 6.0e (GraphPad Software) was used for generating graphs and statistical analysis. Significance threshold was set to *P*<0.05 for all the tests. Continuous variables were tested with Student's *t*-test (unpaired, two-tailed) and categorical variables were tested with χ^2^ test.

### Analysis of publicly available datasets

Publicly available datasets were re-processed as described previously (Shirane et al., 2020). WGBS data were derived from E13.5 male PGCs, E16.5 PSG (Kobayashi et al., 2013), P0 PSG, spermatozoa (Kubo et al., 2015), spermatocyte (Hammoud et al., 2014), *Nsd1* HET and KO P0 PSG (Shirane et al., 2020) and *Dnmt3c* and *Dnmt3l* KO P10 germ cells with matching controls (Barau et al., 2016). H3K4me3 ChIP-seq data were derived from E10.5 and E13.5 male PGCs (Kawabata et al., 2019), E16.5 and P0 PSG (Shirane et al., 2020), spermatocyte (Baker et al., 2014) and spermatozoa (Erkek et al., 2013). RNA-seq data were derived from *Dnmt3c* and *Dnmt3l* KO P10 germ cells with matching controls (Barau et al., 2016).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

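Genome-wide methylation was measured by RRBS in sperm of 21 mice, 1 library per mouse: in the father/son colony 3 WT males (1 of the F1 and 2 of the F2 generation), 4 F1 and 4 F2 *Mthfr-/-* males, and in the Mat. Def. colony 4 WT and 6 *Mthfr-/-* Mat. Def. F2 males. The submitters' processing notes name Trim Galore 0.3.3, BSMAP 2.74 and the genome build mm10, and the paper's methods name BSMAP for the alignment. For each library the authors deposited, per cytosine of a CpG, a count of the reads over it (its coverage) that was not normalized. The authors also deposited the percent of those reads with a C (methylated) and with a T (unmethylated), rounded to 1 decimal. The cytosines of both strands are listed apart, 4643889 in all, down to 1 read, and 81.8% of those on the reverse strand have their partner on the forward strand listed. Methylated reads were computed as coverage times percent and rounded. PCR copies are not marked in the files, so reads are not independent molecules, and any interval from reads covers counting error only. The median cytosine with at least 10 reads had 33 to 49 reads per library, so a single read moves its percent by a few points; summing over a tile and over males lowers that error but not the spread between males.

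Cytosines with at least 10 reads entered tiles of 100 bp, and a tile was tested where each male of a comparison had at least 2 of them. F1 and F2 males were each compared with the same 3 WT, and Mat. Def. F2 males with the 4 WT of their colony. Methylated and unmethylated reads were summed per group and compared by logistic regression (likelihood-ratio test), with Benjamini-Hochberg q under 0.01 and a difference of at least 10 percentage points for a DMT, as the paper's methods state. DMCs were called in the same way per cytosine, and hypomethylated DMCs within 100 bp were merged into DMRs of 2 or more. This test treats reads as the unit. The animal is the unit in logistic regression with an overdispersion term (F test), in limma on log2((methylated + 1)/(unmethylated + 1)), which also gave the adjusted p of single tiles and the *Mthfr-/-* effect across colonies with the colony as a term, and in exact two-sided permutation tests of per-male means. F1 and F2 males were also compared directly. Overlaps of calls against shared WT libraries were set beside 50 simulations of unchanged groups (20 for DMRs). Spreads are SDs between males, and for shares and overlaps that have none, a jackknife over males was used to judge alternatives.

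Genes were taken from a RefSeq table of GRCm38.p6, the assembly of mm10: 26219 of its 49943 entries have a curated transcript. The table gives gene spans only, so a tile counts as genic where its centre lies in a span with 1000 bp added at each end, and as intergenic otherwise; promoters, exons and introns were not told apart. The intergenic share was set against tested tiles with at least 10% methylation in WT, with intervals from 1000 bootstrap draws over blocks of 1000000 bp. The lists tested were olfactory, vomeronasal and taste receptors, neurotransmitter receptors, potassium, calcium and sodium channels, solute carriers, protocadherins and cadherins, imprinted genes, DNA methylation machinery, one-carbon metabolism, the piRNA pathway, germline genes methylated in somatic cells, zinc finger (Zfp), Hox and cytoplasmic ribosomal protein genes, by Fisher's exact test with adjustment over lists, and again, as an alternative added after the values were seen, with measured genes that share a tested tile counted as 1. Windows at paternally methylated imprinting control regions and maternally methylated germline DMRs were a further pair of lists, tested by an exact permutation test over the males with a covered cytosine where each group had 2 or more.

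Named genes follow a fixed rule. For each comparison these are the 10 largest falls and 5 largest rises of a DMT whose centre lies inside the annotated span of a gene, 1 tile per gene, with every *Mthfr-/-* male beyond every WT male, without symbols of the form Gm or LOC plus digits or ending in Rik. To these come the 5 longest DMRs, the region of Fig. 3E, the genes the paper names, and up to 4 members of each list by the size of their difference. The sample groups, the tests and thresholds, the lists, this rule except the LOC symbols, and all alternatives but those said to be chosen later were set before the data were examined. The alternatives changed the test, the coverage minimum, the difference and q thresholds, the number of CpGs, the coverage rule, the males required, the strands, the depth, the tile grid, the controls, the merging distance, the background and the male left out.

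The procedures were tested on simulated data built on the real coverage, with 100 tiles lowered by 15 and 100 by 30 points among the tested tiles. Logistic regression recovered 95 of the 100 tiles lowered by 15 points in F1, 93 in F2 and 87 in Mat. Def. F2, and 100 of 100 at 30 points in each. It also called tiles without a simulated change, 397 lower and 397 higher in F1, 490 and 536 in F2, and 566 and 534 in Mat. Def. F2. limma recovered 14 and 39 of 100 (15 and 30 points) in F1, 11 and 39 in F2 and 24 and 56 in Mat. Def. F2, with 0 false calls. The overdispersion term recovered 0 of 100 at either size in F1 and F2, and 22 and 46 of 100 in Mat. Def. F2, with 0 false calls. After Benjamini-Hochberg adjustment, recovery depends on how many tiles change. More tiles may change in the real data than in this simulation, and recovery with longer lists was not simulated. Counts of 0 with that term in F1 and F2 are therefore not read as excluding changes of these sizes.

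CpG islands, repeats and sequence context need a genome or a repeat annotation and were not analysed here, and the paper's other measurements (sperm counts, litters, expression) are not part of these files. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9 were used, with R 4.3.3, limma 3.58.1 and data.table 1.17.8.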

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

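The tests of bisulfite conversion, of the choice of tiles, of the share of reads, of somatic cells, of single-base differences and of DNA of another strain were chosen only after the result was seen, as was the count of tiles near *Mthfr*; the counts of other splits of the males were not. The test of the choice of tiles rested first on tiles chosen in the Mat. Def. comparison (5.38 points, exact two-sided permutation test, p = 0.0571), which left that explanation open, and was moved to the intermediate tiles (4.36 points, p = 0.0286 by the same exact test) after both values were seen. The test of single-base differences first counted the cytosines of each strand separately, and that of DNA of another strain first counted single tiles; both were replaced after their values were seen.

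Gains of methylation gathered around *Mthfr* on chromosome 4 (143039077 to 153059562), which the paper does not report: 25% of the hypermethylated DMTs in F1 (15 of 60, odds ratio 49.5, p = 1.1e-19), 15.2% in F2 (20 of 132, odds ratio 25.5, p = 9.9e-21) and 10.2% in Mat. Def. F2 sperm (15 of 147, odds ratio 18.9, p = 2.9e-14) lay there (Fisher's exact test, two-sided, over tiles, some of them adjacent), with under 1% of the tested tiles. Single-base differences from the reference would move 1 CpG of a tile. In the median gained tile of 2 or more CpGs, 100% of the CpGs, strands together, rose by 10 points or more. These were 48 tiles over the comparisons, 28 of them different, with 164 CpGs and a median of 3. As a source of the gains such differences are argued against for most of these tiles. The 5 tiles in which fewer than 2 CpGs rose and 1 tile of 1 CpG stay open. A base change that replaces the C of a CpG lowers its percent in the males that carry it. Carried by *Mthfr-/-* males it would give losses, so a test on gains cannot decide whether they carry such changes. DNA of another strain carried along with the null allele is a candidate explanation: with F1 gains tested in the Mat. Def. comparison and within 1000 bp of each other counted as 1 locus, 5 of 8 loci within 5 Mb of *Mthfr* (62.5%) and 5 of 31 elsewhere (16.1%) were gains there too (Fisher's exact test, two-sided, p = 0.0164; over tiles 7 of 12 and 9 of 37, p = 0.0397). Losses among tiles with at least 10% methylation in WT were at 11.3% in the window and 6.74% elsewhere in F2 (exact test, p = 0.000203), with p = 0.116 in F1 and 0.30 in Mat. Def. F2. Single-base differences and DNA of another strain were tested for gains only. They were not tested for losses such as that in *Mthfr*, or those in *Ttc34*, *Tmem82* and *Epha2*, which lie on chromosome 4 outside the window. An effect of lacking MTHFR on the region itself was not tested and stays open.

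At tiles of intermediate methylation the loss was smaller in F2 than in F1, with F2 above F1 by 4.36 points (exact two-sided permutation test, p = 0.0286). That p rests on a narrow order, with the lowest F2 male at 53.50% and the highest F1 male at 53.48%. Of 35 splits of the 8 males, 1, the real one, gave as many differing tiles (5657, with the highest other at 5131). It is the smallest share that 35 splits allow, so chance is unlikely for the count but not excluded. Incomplete bisulfite conversion is argued against, since at tiles under 5% methylation the share of unconverted reads in F2 minus that in F1 was −0.280 points. The intermediate tiles were chosen by the mean over all males, so a choice for their change in F1 does not enter this gap. The gap is also the result to be explained, so it is no separate test of that choice. At tiles chosen in the Mat. Def. comparison alone, F2 was 5.38 points above F1 (exact two-sided permutation test, p = 0.0571). By the bound first set, that value left the explanation open. The make-up of the libraries is not settled: tiles with at least 80% methylation took 4.94% to 7.20% of the reads in F1 and 6.97% to 7.60% in F2. With that share as a term in a regression over all 21 males, the difference was 1.95 points (95% interval −0.15 to 4.06). Without it, the same regression gave 4.36 (0.341 to 8.38). The generations differ by design in the genotype of their fathers, which cannot be told apart here from the make-up of the libraries.

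The WT males of the colonies stood apart, with a difference at intermediate tiles of −15.2 points (Mat. Def. WT minus father/son WT, exact two-sided permutation test, p = 0.057, the smallest that 4 against 3 males allow). Incomplete conversion is argued against as the whole cause: unconverted reads at tiles under 5% methylation differed by −3.11 points, and can add at most that to any tile. Somatic cells in the father/son pellets are argued against as well, since the gap would need a share of 28.4%, whereas maternally methylated germline DMRs stood 0.511 points above other unmethylated tiles. Tiles with at least 80% methylation took 5.71% to 7.22% of the reads in the father/son WT and 1.64% to 6.15% in the Mat. Def. WT, and with that share as a term the gap was −9.49 points (95% interval −12.2 to −6.76), against −15.2 (−19.6 to −10.9) without it, so part of it cannot be told apart from the make-up of the libraries. Colony and housing coincide, library batches are not given, and a biological difference between the colonies was not tested.

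In 68 groups of values examined for a male far from the others, 4 had one, and chance gives about 1 in 20. The F2 male L16-E had a median coverage of 35 reads, with 39 in each other F2 male. At 77 cytosines of maternally methylated germline DMRs, the F1 male 3-9-BF was at 4.14% with the other F1 males at 2.94% to 3.13%. The Mat. Def. WT male 1411 was at 0.0676% with the others at 0.247% to 0.277%, and the Mat. Def. *Mthfr-/-* male 888 at 1.22% with the others at 0.0707% to 0.315%.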

How the results depend on the processing

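The alternatives that add 1000 bp to no gene end, count all annotated genes, count genes that share a tested tile as 1 or leave out the tiles within 5 Mb of *Mthfr* were chosen only after the result was seen. Of the values that answer a comparison, 423 stayed as they were under an alternative, in direction and side of the threshold or within 1.5 times, 92 moved, 10 weakened past the threshold, 7 strengthened past it and 1 changed sign, over a single tile in F2; of other values, 184 stayed, 18 moved, 11 strengthened and 5 weakened. The cause was not tested, except where a setting by its construction tests more or fewer tiles. Depth limits these results through the males required to have 10 reads: tiles of low coverage in 1 library are lost to a whole comparison. No paired analysis was possible because the groups share no replicate numbers. The names of the WT male 3-9-G and the F1 male 3-9-BF begin alike, as do those of P3-4-EG and P3-4C and of L16-E and L16-G within their groups; whether this marks litters is not given in the sources used here, and littermates would not be fully independent.

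With limma the DMTs, DMCs and DMRs numbered 10, 303 and 41 in F1, 1, 67 and 3 in F2, and 8, 21 and 1 in Mat. Def. F2, with 0 common to all, 0% of F2 losses shared with F1 (the 1 tile, in *Mthfr*, was not tested in F1), 66.7% of F2 DMRs overlapping F1 DMRs and 0 tiles between F1 and F2 (4495 lower in F1 and 106 higher at an unadjusted p under 0.05). Over those 10 tiles of F1 and 1 of F2, the share of changes over 20 points differed by −10 points (p = 1 by Fisher's exact test), which with a single F2 tile of over 20 points could not be above 0 and so says nothing against the 13.1 by logistic regression. The overdispersion term left 0 DMTs in F1, 0 in F2 and 1 in Mat. Def. F2, with 0 DMCs and DMRs, 0 common DMTs and 0 between F1 and F2 (3805 and 93 unadjusted); at an unadjusted p under 0.05 it had 6144 lower tiles in F1, 2466 in F2 and 1093 in Mat. Def. F2, and limma 6997, 2833 and 1008. It gave no value for the shares, the size of change or the gene lists.

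With 20 reads per cytosine the counts were 4771 DMTs, 15903 DMCs and 2543 DMRs in F1, 1143, 2487 and 360 in Mat. Def. F2 and 385 common DMTs, and with 5 reads 3567 DMTs in Mat. Def. F2. A difference of 20 points left 2405, 12219 and 1854 in F1, 686, 3910 and 584 in F2, 285, 1528 and 236 in Mat. Def. F2 and 53 common DMTs, and no value for the size of change. A difference of 5 points gave 13483, 8024 and 5360 DMTs, 2081 of them common. With q under 0.05 there were 15883 DMCs and 2347 DMRs in F2, and 6449 and 999 in Mat. Def. F2. Requiring 2 WT and 3 *Mthfr-/-* males gave 16853, 45040 and 6765 in F1, 8146 DMTs and 15146 DMCs in F2, 5742, 6679 and 921 in Mat. Def. F2 and 1637 common DMTs. With 10 reads per tile the DMTs were 13753, 6294 and 4717, 1305 of them common, and with at least 3 or 1 CpGs per tile 5196 and 12440 in F1.

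Comparisons of F1 and F2 with the Mat. Def. WT, confounded with colony and housing and perhaps with library batch, which is not given, gave another direction. Against these WT there were 4341 DMTs in F1, 8.85% of them losses, and 7203 in F2 (2.79%). Against all 7 WT there were 2039 in F1 (67.0%), 2801 in F2 (15.3%) and 6419 in Mat. Def. F2 (99.3%). The share of F2 losses found in F1 was 53.2% with no WT male in common and 53.7% with the Mat. Def. WT for F2. Single named tiles turned from loss to gain as well: against the Mat. Def. WT 23 in F1 (2.08 to 21.7 points), in *Adra1b*, *Cacna1d*, *Cacna1i*, *Cacna1s*, *Cdh13*, *Hoxb13*, *Kcnh2*, *Mgat5*, *Olfr1395*, *Olfr523*, *Pcdh9*, *Rpl7a*, *Scn10a*, *Shmt2*, *Slc11a1*, *Slc7a7*, *Tenm3*, *Tet1*, *Usp29*, *Zdbf2*, *Zfp521*, *Zfp536* and *Zfp57*, and 21 in F2 (0.516 to 38.9), in *Adra1b*, *Cacna1d*, *Cacna1e*, *Cacna1s*, *Cacna2d4*, *Chrm3*, *Dnmt3l*, *Glra1*, *Htra4*, *Kcnq4*, *Pcdh1*, *Pcdh9*, *Plcl1*, *Scnn1g*, *Shmt2*, *Slc39a4*, *Slc44a2*, *Slc44a5*, *Tet1*, *Usp29* and *Zfp521*; against all 7 WT 3 in F1 (1.22 to 4.36), in *Cdh13*, *Olfr523* and *Scn10a*, and 8 in F2 (0.889 to 13.1), in *Adra1b*, *Cacna1d*, *Glra1*, *Kcnq4*, *Pcdh9*, *Slc39a4*, *Slc44a5* and *Zfp521*. Of the other values of named tiles under alternatives, 3461 kept the call and 546 lost it.

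The intergenic over-representation in Mat. Def. F2 was 2.35-fold against all tested tiles and 1.06-fold with all annotated genes, both past 1 in their intervals. The F2 minus F1 difference at intermediate tiles was 4.05 points with 20 reads and 4.30 with the mean of CpG percentages, both at an exact p of 0.057. The *Mthfr-/-* effect across colonies by limma gave 274 tiles with a pseudocount of 0.5 and 314 with 20 reads. With the number of tiles per gene as a term 2 gene lists passed in F1, 0 in F2 and 3 in Mat. Def. F2, and among all genes with a tested tile 6 in F1 and 2 in Mat. Def. F2. The tests take both directions, so these counts can hold lists with fewer losses than other genes. The protocadherins and cadherins in Mat. Def. F2, with the number of tiles as a term, are such a list. With genes that share a tested tile counted as 1, 0 gene lists passed in F1, 0 in F2 and 0 in Mat. Def. F2 by Fisher's exact test.

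With each male left out in turn, DMTs numbered 6853 to 14762 in F1 and 3547 to 7641 in F2, both highest without L13-C (14762 and 7641), and 1796 to 4355 in Mat. Def. F2, highest without 1337. DMCs numbered 16567 to 37180 in F1, lowest without L14C, and 2532 to 6989 in Mat. Def. F2, lowest without 1336 and highest without 1337. DMRs numbered 2516 to 5634 in F1 and 964 to 1796 in F2, both lowest without L14C, and 257 to 1038 in Mat. Def. F2, lowest without 1336, highest without 1337 and at 902 without 888. Common DMTs numbered 422 to 1125, lowest without 1336. The Mat. Def. difference of mean methylation was −1.06 to −0.508 points, that at intermediate tiles −5.36 to −2.40, and that at tiles shared by F1 and F2 −8.86 to −4.47; an exact p under 0.05 was reached for each without 888, and for the last also without 1379 or 1337. The F2 minus F1 difference at intermediate tiles was 3.72 to 5.16, and 4 against 3 males cannot go below an exact p of 0.057. At the *H19* imprinting control region F2 stood above WT by 0.221 to 1.40 points, while leaving out a covered WT or F1 male left 1 male and no test. CpG island and repeat settings were not run for lack of a genome, and the setting with the F1 WT male alone was run for DMTs and named tiles of F1 only.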

Differences from the paper's values

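No test here was chosen only after the result was seen. Counts and shares within 1.5 times of the paper's are not gone through here. Among them, the DMRs of F1 (3854) and F2 (1461) and the share of F2 DMTs over 20 points (17.2%) were lower than the paper's. The paper's number of Mat. Def. F2 DMRs is 919, and 597 were found here at its stated thresholds. Of the alternatives set before the data were examined, those within 1.5 times of the paper's number were 5 reads per cytosine (739), a difference of 5 points (702), q under 0.05 (999), 2 WT and 3 *Mthfr-/-* males (921), strands combined (873), a merging distance of 200 bp (616), and leaving out 888 (902), 1379 (675) or 1337 (1038). Those outside it were limma (1), the overdispersion term (0), 20 reads (360), a difference of 20 points (236), the mean of males (573), leaving out the deepest cytosines (562), a merging distance of 50 bp (580), and leaving out 1127 (517), 1251 (439), 1361 (460), 1378 (418), 1336 (257), 1411 (497) or 1413 (503).

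The paper gives 360 Mat. Def. F2 DMRs that overlap those of F1/F2 father/son sperm, and its text does not say whether both generations are meant. Here 383 overlapped either. The count of those overlapping both, 232, was set beside the paper's number. It was within 1.5 times with 5 reads (274), a difference of 5 points (282), q under 0.05 (400), 2 WT and 3 *Mthfr-/-* males (346), strands combined (330), a merging distance of 200 bp (245), and without 888 (321), 1379 (271) or 1337 (339), and outside with limma (0), 20 reads (147), a difference of 20 points (65), the mean of males (225), the deepest cytosines left out (216), a merging distance of 50 bp (222), and without 1127, 1251, 1361, 1378, 1336, 1411 or 1413 (109 to 217). As a share of the DMRs it was 38.9% here, against 39% in the paper.

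The paper states that every class of change differs in frequency between F1 and Mat. Def. F2, and every class but that of 20 to 25 points between F2 and Mat. Def. F2. Here the class of 15 to 20 points did not pass against F1 (adjusted p = 0.137, Fisher's exact test) and that of over 40 points did not pass against F2 (adjusted p = 0.0837, Fisher's exact test), while the other classes the paper names passed. The paper proposes that Mat. Def. F2 sperm are most similar to those of the F2 sons. Here the overlap was 15.8% with F2 and 13.8% with F1 as a share of the tiles lost in either, the order the paper gives. As a share of the Mat. Def. F2 losses it was 56.5% with F1 and 38.0% with F2, the other order. Both shares depend on the lengths of the lists, 7862 losses in F1 and 3846 in F2. The correlation across tiles was 0.540 with F1 and 0.511 with F2, a difference that was not tested.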

Other observations

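The test of tiles common to both colonies was chosen only after the result was seen, as were the values by chromosome. Among tiles with at least 50% methylation in WT, the sex chromosomes held the highest shares of hypomethylated DMTs of F1 sperm: 39.1% (66 of 169) on the Y chromosome and 20.4% (231 of 1130) on the X, against 12.1% to 18.3% on the autosomes. In F2 the shares were 13.8% (28 of 203), 9.55% (141 of 1476) and 4.07% to 7.39%, and in Mat. Def. F2 8.65% (9 of 104), 13.8% (84 of 610) and 4.57% to 10.2%. The difference between chromosomes was not tested.

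Of the genes the paper names, *Meg3*, the imprinted non-coding RNA gene of chromosome 12, had hypomethylated DMTs at each of its 3 tested tiles with at least 10% methylation in WT in F1 and each of 4 in F2; none of the 3 tiles tested in Mat. Def. F2 had 10% in WT, so none could lose 10 points there. At the tile from 109546301 to 109546400 it was at 67.2% ± 25.3 (SD, n = 3) in WT, 41.5% ± 2.90 (SD, n = 4) in F1 and 60.1% ± 3.04 (SD, n = 4) in F2, with WT and *Mthfr-/-* males overlapping (adjusted p = 0.205 in F1 and 0.866 in F2 from limma), and the difference in pooled reads in F2, −13.8 points, was −5.54 without the WT male 3-9-G, which ends the call. *Dnmt3l*, a cofactor of de novo methylation in germ cells, had 2 of 3, 1 of 3 and 0 of 2 such tiles hypomethylated in F1, F2 and Mat. Def. F2, and went from 41.4% ± 10.6 (SD, n = 3) in WT to 19.2% ± 3.84 (SD, n = 4) in F1 at 78042601 to 78042700 of chromosome 10 (adjusted p = 0.0541 from limma). *Mthfr* had 4 of 6, 2 of 7 and 2 of 2 tiles hypomethylated. None of the tiles with at least 10% in WT in *Dnmt3a* (2 in each comparison) or *H19* (1 in each) was a DMT by logistic regression. The tested tiles of *Nsd1* (12, 13 and 12) and *Setd2* (4 in each) were all under 10% in WT, where a loss of 10 points cannot occur, and none was hypermethylated; *Dnmt3c*, listed as *Dnmt3b-ps1*, had no tested tile.

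Imprinted loci were sparsely covered. In a window at the *H19* imprinting control region (chromosome 7, 142580146 to 142583146), methylated in sperm, the covered males of both colonies were at 95.2% to 100%: 2 of 3 WT, 2 of 4 F1, 4 of 4 F2, 1 of 4 Mat. Def. WT and 0 of 6 Mat. Def. F2 males. At *Rasgrf1* (chromosome 9, 89874508 to 89884508) they were at 86.5% to 92.7% (1 of 3 WT, 1 of 4 F1 and 4 of 4 F2), and at *Meg3* no male was covered. At *H19*, F2 males were at 97.2% ± 1.46 (SD, n = 4) and WT at 96.4% ± 1.59 (SD, n = 2), a difference of 0.844 points (exact two-sided permutation test, p = 0.667, smallest possible 0.133), and F1 stood 2.25 points above WT with 2 males in each group (exact p = 0.667, smallest possible 0.333). The cytosines covered differ between these males. Among maternally methylated germline DMRs, *Peg3*, *Mest*, *Peg10*, *Plagl1*, *Kcnq1ot1* and *Nap1l5* were at 1.31% to 11.1% in the father/son and 0% to 3.64% in the Mat. Def. males, and *Snrpn* and *Impact* were not covered. Of the 19 comparisons with WT at these and the *H19* loci that had 2 or more covered males in each group, 0 had an exact permutation p under 0.05 (lowest 0.0571, 0.724 adjusted), and only the Mat. Def. comparisons had enough males to reach it.

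With both colonies in 1 limma model, 472 of 89235 tiles were lower and 18 higher in *Mthfr-/-* than in WT males at an adjusted p under 0.01 (365 of them with a difference of 10 points), and no tile had an interaction of genotype and colony by limma (4751 at an unadjusted p under 0.05), the tool used for this term. Reassigning genotypes within colonies gave as many tiles in 1 of 100 assignments, the real one (490, with the highest other at 0), so no other assignment drawn came near this count. For the DMTs of F1 (7922, highest other 6479) and F2 (3978, highest other 3266), 1 of 35 splits, the real one, gave as many. The same held for the DMCs of F1 (24897, highest other 17071) and F2 (9791, highest other 7867). As 1 of 35 is the smallest share these splits allow, chance is unlikely for these counts but not excluded. Chance can give the counts of Mat. Def. F2, where 14 of 100 splits gave 2297 or more DMTs (highest other 3959) and 11 of 100 gave 4086 or more DMCs (highest other 9030). The median over the other splits was 1791 DMTs in F1, 1237 in F2 and 927 in Mat. Def. F2.

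A hypothesis is that tiles sensitive to the loss of MTHFR are tiles that also vary between WT males. In the 4 Mat. Def. WT, which had no part in the F1 calls, the median SD between males over 6015 F1 hypomethylated DMTs was 7.14 points. Over random tiles of the same level it was 6.09 (95% of 1000 random sets from 5.96 to 6.24), the outcome that the hypothesis predicts. The F1 calls came from a test that takes reads as its unit, which favours tiles that vary between males even without an effect. The higher SD can therefore follow from how the tiles were called, and it does not decide the question. A further hypothesis is that the same tiles lose methylation in both colonies. The difference from WT in F1 and in Mat. Def. F2, which share no males, had a correlation of 0.540 across 89710 tiles, which are not independent replicates. Of 100 assignments of the Mat. Def. genotypes, the real one included, 7 gave a value as high (highest other 0.624, median of the others −0.0798), so the correlation is not shown to follow genotype. The bound first set counted any value within the reassigned ones against the hypothesis, and by it this result is negative. It was replaced, after the value was seen, by the median of the reassigned values, because a value that chance can reach leaves a hypothesis unproven rather than excluded, and by the later bound the question stays open.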
